# GSDMD gene knockout alleviates hyperoxia-induced hippocampal brain injury in neonatal mice

**DOI:** 10.1186/s12974-023-02878-8

**Published:** 2023-09-07

**Authors:** Naga Venkata Divya Challa, Shaoyi Chen, Huijun Yuan, Matthew R. Duncan, William Javier Moreno, Helen Bramlett, W. Dalton Dietrich, Merline Benny, Augusto F. Schmidt, Karen Young, Shu Wu

**Keywords:** GSDMD knockout, Neonatal, Brain injury, Pyroptosis, Microglial, Gene transcription

## Abstract

**Background:**

Neonatal hyperoxia exposure is associated with brain injury and poor neurodevelopment outcomes in preterm infants. Our previous studies in neonatal rodent models have shown that hyperoxia stimulates the brain’s inflammasome pathway, leading to the activation of gasdermin D (GSDMD), a key executor of pyroptotic inflammatory cell death. Moreover, we found pharmacological inhibition of caspase-1, which blocks GSDMD activation, attenuates hyperoxia-induced brain injury in neonatal mice. We hypothesized that GSDMD plays a pathogenic role in hyperoxia-induced neonatal brain injury and that GSDMD gene knockout (KO) will alleviate hyperoxia-induced brain injury.

**Methods:**

Newborn GSDMD knockout mice and their wildtype (WT) littermates were randomized within 24 h after birth to be exposed to room air or hyperoxia (85% O_2_) from postnatal days 1 to 14. Hippocampal brain inflammatory injury was assessed in brain sections by immunohistology for allograft inflammatory factor 1 (AIF1) and CD68, markers of microglial activation. Cell proliferation was evaluated by Ki-67 staining, and cell death was determined by TUNEL assay. RNA sequencing of the hippocampus was performed to identify the transcriptional effects of hyperoxia and GSDMD-KO, and qRT-PCR was performed to confirm some of the significantly regulated genes.

**Results:**

Hyperoxia-exposed WT mice had increased microglia consistent with activation, which was associated with decreased cell proliferation and increased cell death in the hippocampal area. Conversely, hyperoxia-exposed GSDMD-KO mice exhibited considerable resistance to hyperoxia as O_2_ exposure did not increase AIF1 + , CD68 + , or TUNEL + cell numbers or decrease cell proliferation. Hyperoxia exposure differentially regulated 258 genes in WT and only 16 in GSDMD-KO mice compared to room air-exposed WT and GSDMD-KO, respectively. Gene set enrichment analysis showed that in the WT brain, hyperoxia differentially regulated genes associated with neuronal and vascular development and differentiation, axonogenesis, glial cell differentiation, hypoxia-induced factor 1 pathway, and neuronal growth factor pathways. These changes were prevented by GSDMD-KO.

**Conclusions:**

GSDMD-KO alleviates hyperoxia-induced inflammatory injury, cell survival and death, and alterations of transcriptional gene expression of pathways involved in neuronal growth, development, and differentiation in the hippocampus of neonatal mice. This suggests that GSDMD plays a pathogenic role in preterm brain injury, and targeting GSDMD may be beneficial in preventing and treating brain injury and poor neurodevelopmental outcomes in preterm infants.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-023-02878-8.

## Introduction

Each year more than 15 million infants are born preterm worldwide [1]. Extremely premature infants born at less than 28 weeks of gestational age are at great risk of having a multi-organ injury that predominantly involves the lung and brain [2–5]. Born with immature lungs, these premature infants suffer respiratory failure soon after birth and often require oxygen (O_2_) therapy and mechanical ventilation to survive. However, life-sustaining high-concentration O_2_ therapy (hyperoxia) can cause lung inflammation that ultimately leads to bronchopulmonary dysplasia (BPD), characterized by disrupted alveolar and vascular development and reduced lung function [2, 3]. The immature brains in these premature infants are also affected by the hyperoxia that results in inflammation leading to short-term and long-term neurodevelopmental sequelae, such as intraventricular hemorrhage, encephalopathy of prematurity, cerebral palsy, intellectual disability, and cognitive deficits [4, 5]. Therefore, survivors of BPD are known to suffer not only from long-term lung disease but also suffer from long-term sequelae involving the brain leading to long-term neurodevelopmental impairment (NDI). Moreover, there is mounting clinical evidence that severe BPD is an independent risk factor for adverse neurodevelopmental outcomes, even without catastrophic brain injury [5–7]. Furthermore, many preclinical studies using rodent models also support the critical role of neonatal hyperoxia in inducing various injuries in developing brains [8–10].

Inflammasomes are large macromolecular signaling complexes that, when activated by pathogens or host-derived danger signals, lead to the activation of the inflammatory caspases, which in turn control the proteolytic activation of two highly proinflammatory IL-1 family cytokines, IL-1β and IL-18 [11–14]. Stimulation of these inflammasome cascades also activates gasdermin D (GSDMD), a 53-kilodalton (kDa) cytosolic protein, which has been recently found to be a key executor of pyroptosis, a form of programmed inflammatory cell death [11–14]. GSDMD is cleaved by inflammasome-associated inflammatory caspases 1/4/5 in humans and 1/11 in rodents, which releases a 30-kDa N-terminal domain (p30) that oligomerizes in the cell membrane to form pores, which cause localized cellular swelling, membrane rupture, and cell death, known as pyroptosis. In addition, the pores formed by GSDMD-p30 oligomerization also allow rapid release of active IL-1β and IL-18, resulting in secondary inflammation. Growing evidence shows activation of the inflammasome cascade in the lung and brain secondary to hyperoxia [15–17]. Previous studies have demonstrated early activation of the NLRP3 inflammasome with an increased IL1β:IL1ra ratio is a key mechanism in the development of BPD [18, 19]. Many studies have demonstrated a critical role for GSDMD in regulating pyroptosis and inflammation in various adult diseases. Recent studies from our laboratory have highlighted the crucial role of GSDMD in hyperoxia-induced and mechanical ventilation-associated neonatal lung and brain injury in rodent models [15, 16, 20]. Most recently, we have demonstrated that GSDMD gene knockout (KO) [11] ameliorated hyperoxia-induced BPD and retinopathy of prematurity (ROP) in mouse models [21], indicating a critical role for GSDMD in hyperoxia-induced preterm multi-organ injury.

In this study, we hypothesized GSDMD-KO would alleviate hyperoxia-induced brain injury in neonatal mice. To test this hypothesis, we utilized global GSDMD-KO mice [11] and their wildtype (WT) littermates and exposed them to 85% O_2_ from postnatal days (P) 1 to P14. We found that GSDMD-KO reduced hyperoxia activation of microglia and cell death and improved cell survival in the hippocampal area. We also performed RNA sequencing (RNA-seq) analyses of the hippocampus and found that GSDMD-KO prevented hyperoxia induction of genes involved in neuron differentiation and development, synapse assembly, axonogenesis, and vascular development. These findings not only fill a gap in understanding the critical role of GSDMD in the pathogenesis of hyperoxia-induced brain injury but also identify potential novel targets for preventing and treating brain injury in premature infants.

## Methods

### Materials

Please see Additional file 1 for material lists.

### Animals and study approval

The Animal Care and Use Committee of the University of Miami Miller School of Medicine approved the experimental protocol. All animals were cared for according to the National Institutes of Health guidelines for the use and care of animals. The study is reported in accordance with ARRIVE. GSDMD-KO mice (C57BL/6N) [9] were obtained from Jackson Laboratory (Bar Harbor, ME). Heterozygote female and male mice were mated to produce newborn mice. Tail biopsy was done on newborn mice at P7 for DNA extraction and PCR with primers to identify WT mice and homozygous KO mice which carry CRISPR/Cas9-derived knockout alleles that incorporate a 38 bp deletion in exon 5 of the GSDMD gene (11). Experiments were done with homozygous KO mice and their WT littermates.

### Hyperoxia-induced BPD model

Newborn GSDMD-KO mice and their WT littermates were exposed to RA (21% O_2_) or hyperoxia (85% O_2_) from P1 to P14, as previously described [15].

### Hippocampal tissue collection and brain tissue section

On P15, the pups were anesthetized by 0.1% isoflurane, and their hippocampal tissues were collected and frozen in − 80° C for RNA isolation. Their brain tissues were fixed in 10% formalin, paraffin-embedded, and cut serially using a calibrated rotary microtome into 10 μm coronal sections after removal of the olfactory and frontal poles.

### Assessment of GSDMD expression in specific cells of hippocampal tissues

Brain tissue sections were immunostained with an anti-GSDMD antibody to determine GSDMD protein expression. Double immunofluorescent staining was performed with anti-GSDMD and antibodies for specific brain cells, including AIF1 (microglial cells) [22], glial fibrillary acidic protein (GFAP, astrocytes) [23], neuronal nuclei (NeuN, neurons) [24], sex-determining region Y-related HMG box 2 (SOX2, neural stem cells and progenitor cells) [25].

### Assessment of hippocampal inflammation

Microglial infiltration was determined by immunostaining with an anti-AIF1 antibody and an anti-CD68 antibody [22]. The number of AIF1-stained and CD68-stained cells in the hippocampal sections was counted from 5 random high-power views (HPV) taken from the 20X objective on each slide [16]. Total RNA was extracted from frozen hippocampal tissues using the RNeasy Universal Mini Kit (Qiagen, Valencia, CA) according to the manufacturer’s instructions. RNA quality and integrity were verified using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). All samples had RNA integrity numbers > 7. Gene expression of inflammatory mediators, *Il1β*, *Il1r1*, *Il18*, *II6*, and *Il33* was determined by real-time qRT-PCR, which was performed on an ABI Fast 7500 System (Applied Biosystems, Foster City, CA) as previously described [16]. The expression levels of target genes were normalized to 18S rRNA.

### Assessment of hippocampal cell proliferation and death

Cell proliferation was assessed by immunofluorescent staining for Ki67, a nuclear proliferation marker, and the proliferating index was calculated as the average percentage of Ki67-positive nuclei in total nuclei in 5 random HPV on hippocampal sections from each animal. Cell death was studied using a TUNEL assay, and the cell death index was calculated as the average percentage of TUNEL-positive nuclei in total nuclei in 5 random HPV on hippocampal sections from each animal [15, 19]. Immunofluorescent staining for neural cell-specific markers, AIF1, GFAP, NeuN, and SOX2, was performed with a TUNEL assay to co-localize TUNEL-positive nuclei in specific neural cells.

### RNA-seq

RNA-seq was performed by BGI Genomics (Hong Kong) with a read depth of 30 million reads per sample for 150 bp paired-end reads. The raw sequence read in FASTQ format was aligned to the mouse (*Mus musculus*) genome build mm_GRCm39_104 using Kallisto [26], followed by gene summarization with tximport [27]. After checking data quality, differential expression analyses comparing treatment groups to control and to each other were performed using DESeq2 with false discovery adjustment [28]. Genes were considered differentially expressed based on their fold-change relative to control (= or > 1.25), *P* value (< 0.05), and *q* value (< 0.1) [29]. Lists of differentially expressed genes were used for functional enrichment analysis of Gene Ontology and pathway terms using the ToppCluster [30]. Only unique terms associated with either induced or suppressed genes and at least 2 genes were reported [31].

### Data management and statistical analysis

Data were expressed as mean ± SD, and comparisons between groups were performed using one-way ANOVA followed by Turkey’s post-hoc analysis. A *P* value of 0.05 was considered significant.

## Results

### GSDMD expression in the hippocampus

We first showed that GSDMD is expressed in the room air-exposed WT (WT-RA) hippocampal sections, and it was increased in the hyperoxia-exposed WT (WT-O_2_) hippocampal sections. However, GSDMD was undetectable in RA-exposed GSDMD-KO (KO-RA) brains and hyperoxia-exposed GSDMD-KO (KO-O_2_) brains (Fig. 1A). These results confirmed the absence of GSDMD in the KO brains, and that hyperoxia increases GSDMD protein expression in the WT hippocampus. GSDMD gene expression measured by qRT-PCR also showed GSDMD-KO mice brains lacked measurable GSDMD transcripts (data not shown). To determine the specific brain cells that express GSDMD, we performed double immunofluorescence of GSDMD with cell-specific markers, including AIF1, GFAP, NeuN, and SOX2. GSDMD was co-localized with AIF1, suggesting GSDMD is expressed by microglial cells (Fig. 1B). GSDMD was also co-localized with GFAP, indicating GSDMD is expressed by astrocytes (Fig. 1C). GSDMD was rarely co-localized with SOX2 but never co-localized with NeuN, suggesting GSDMD is weakly expressed by neural stem cells and progenitor cells, but not by neurons (data not shown).

**Fig. 1:**
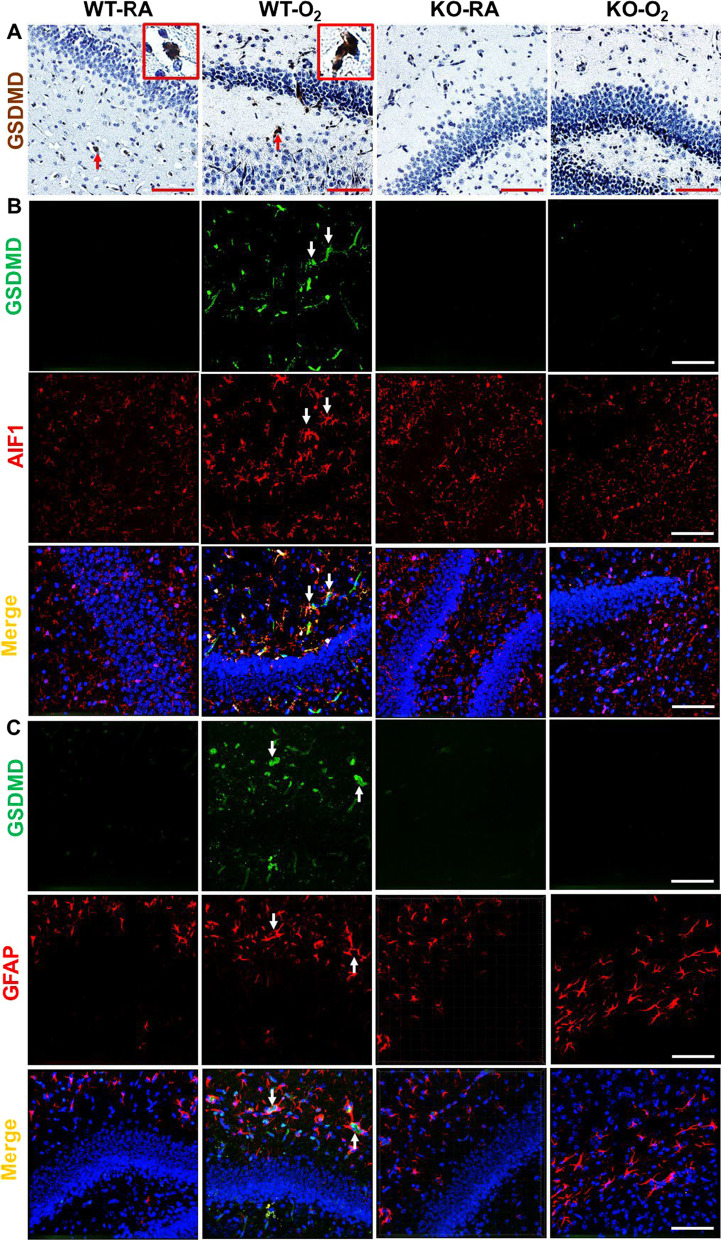
GSDMD expression in the brains of the four study groups. **A** GSDMD immunostaining showed GSDMD expression was increased in the hippocampal area of hyperoxia-exposed wildtype (WT-O_2_) brain (red arrows) compared to the hippocampal areas of the room air-exposed WT (WT-RA), room air-exposed GSDMD-KO (KO-RA), and hyperoxia-exposed GSDMD-KO (KO-O_2_) hippocampi. Representative focal enlarged areas of GSDMD + cells are in the red boxes. 20 × objective magnification. Scale bar: 50 µm. **B** Double immunofluorescent staining for GSDMD (green signal), AIF1 (red signal), and DAPI (blue signal, not shown). GSDMD was co-localized with AIF1 in WT-O_2_ hippocampus (orange signals, white arrows). Scale bar: 50 µm. **C** Double immunofluorescent staining for GSDMD (green signal), GFAP (red signal), and DAPI (blue signal, not shown). GSDMD was co-localized with GFAP in the WT-O_2_ hippocampus (orange signals, white arrows). Scale bar: 50 µm

### GSDMD-KO reduces hippocampal inflammation in hyperoxia-exposed neonatal mice

We next examined hippocampal sections for microglial infiltration by immunostaining to assess whether GSDMD-KO affects hyperoxia-induced hippocampal inflammation. Histologically, there were many microglial cells that were positive for AIF1 and CD68 in the WT-O_2_ brains compared to the other three groups (Fig. 2A, B). These cells had activated microglia features, such as enlargement of the cell body, reduction in the territory, irregular cell shape, and self-association for each other (red boxes, Fig. 2A, B). Quantitative analysis showed that the AIF1 + microglial count was threefold higher in the WT-O_2_ group than the other three groups (*P* < 0.001, Fig. 2C). Similarly, the CD68 + microglial count was twofold higher than the other three groups (*P* < 0.0001, Fig. 2D). Thus, GSDMD-KO ameliorated hyperoxia-induced microglial cell activation in the hippocampus. We further assessed inflammation by qRT-PCR for gene expression of inflammatory mediators and demonstrated that hyperoxia increased expression of *Il6*, *Il1r1*, *Il18*, and *Il33*, but not *Il1β* in WT brains compared to room air-exposed WT brains. Moreover, hyperoxic exposure failed to increase the expression of any of these inflammation-associated genes in GSDMD-KO hippocampi (Fig. 2E). These data further support that GSDMD-KO reduces hyperoxia-induced brain inflammation.

**Fig. 2:**
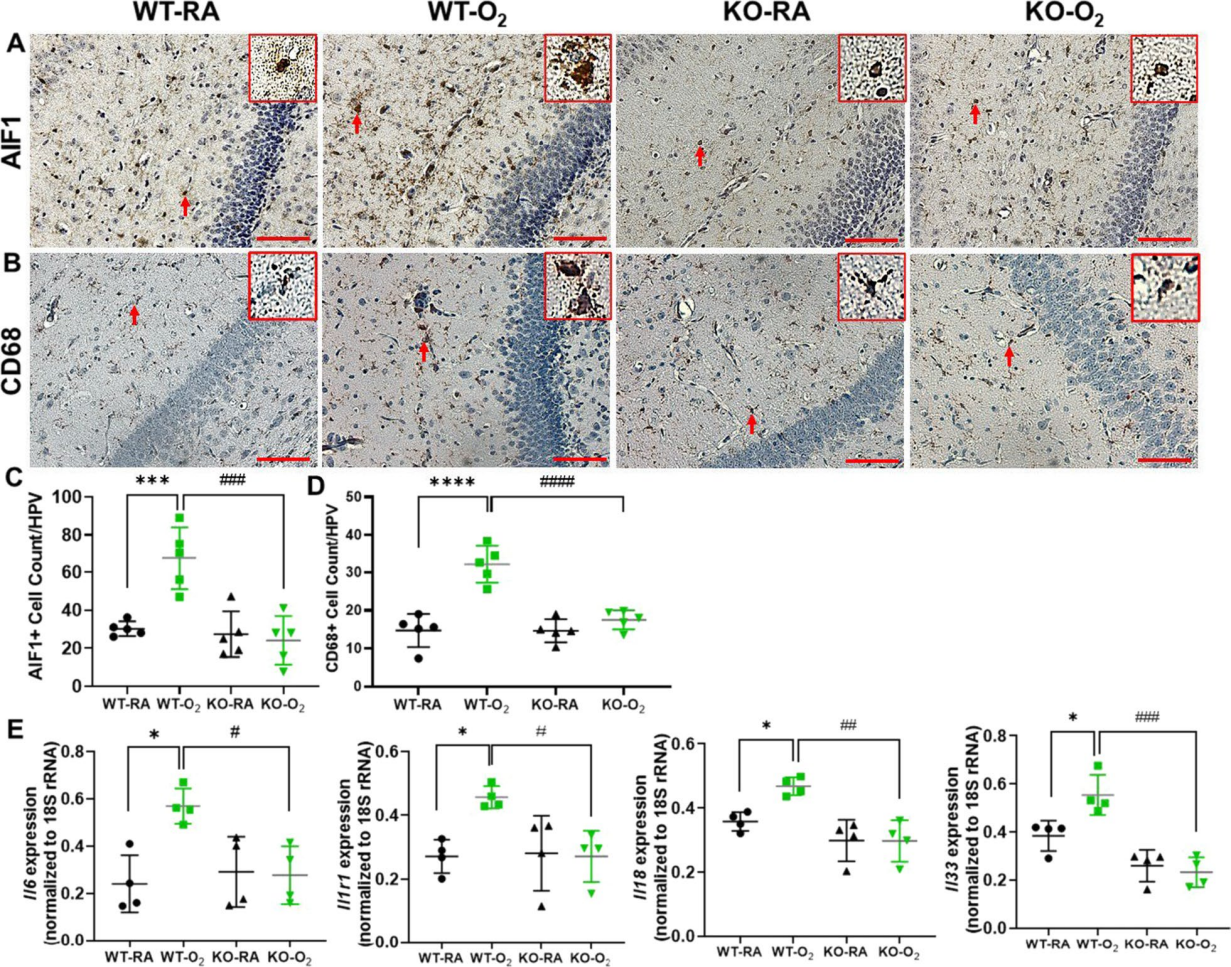
GSDMD-KO reduces hyperoxia-induced hippocampal inflammation. **A** Immunostaining for AIF1 (a microglial marker, brown signals, red arrows) (**A**) and immunostaining for CD68 (a microglial marker, brown signals, red arrows) (**B**) showed microglia cells in the WT-O_2_ hippocampus were disorganized and had enlarged bodies and dendrites compared to hippocampi from WT-RA, KO-RA, and KO-O_2_ mice. Representative focal enlarged areas of microglial cells are in the red boxes. There was a significant increase of AIF1 + microglial cells (**C**) and CD68 + microglial cells (**D**) in the WT-O_2_ group compared to the WT-RA group, but KO-O_2_ had reduced microglial cells compared to the WT-O_2_ group. n = 5/group. ***P < 0.001 and ****P < 0.0001, WT-RA vs. WT-O_2_. ^###^*P* < 0.001 and ^####^*P* < 0.0001, WT-O_2_ vs. KO-O_2_. 20 × objective magnification. Scale bars: 50 µm. **E** qRT-PCR demonstrated increased gene expression of inflammatory mediators, including *Il6*, *Il1r1*, *Il18*, and *Il33,* in WT-O_2_ brains compared to WT-RA brains. However, KO-O_2_ mice had reduced expression of these genes compared to WT-O_2_ brains. n = 4/groups. *P < 0.05 and ***P < 0.001, WT-RA vs. WT-O_2_. ^#^*P* < 0.05, ^##^*P* < 0.01 and ^###^*P* < 0.001, WT-O_2_ vs. KO-O_2_

### GSDMD deficiency improves cell survival and decreases cell death in hyperoxia-exposed brains

GSDMD is a key executor of inflammasome-induced pyroptosis, and hyperoxia is known to reduce cell survival and cause cell death in hyperoxia-induced brain injury models. We found that the WT-O_2_ group showed a 67% decrease in cell proliferation compared to WT-RA (*P* < 0.01). However, the KO-O_2_ group had approximately 2.4 folds increased cell proliferation compared to WT-O_2_ group (*P* < 0.05, Fig. 3A, andB). When we assessed cell death, our data showed that the WT-O_2_ group had a nearly 50% increase in cell death compared to the other three groups (*P* < 0.01, Fig. 4A, andB). We further assessed which brain cells undergo cell death by co-localizing TUNEL-positive nuclei with cell-specific markers. As demonstrated in Fig. 4C, TUNEL-positive nuclei were mainly co-localized with SOX2-positive cells, indicating these are neural stem cells and progenitor cells. In addition, TUNEL-positive nuclei were also co-localized with GFAP-positive cells (Fig. 4D), suggesting these are astrocytes. TUNEL-positive nuclei were rarely co-localized with AIF1-positive cells (data not shown). Thus, hyperoxia induced cell death in neural stem cells, progenitor cells, astrocytes, and rarely in microglial cells.

**Fig. 3:**
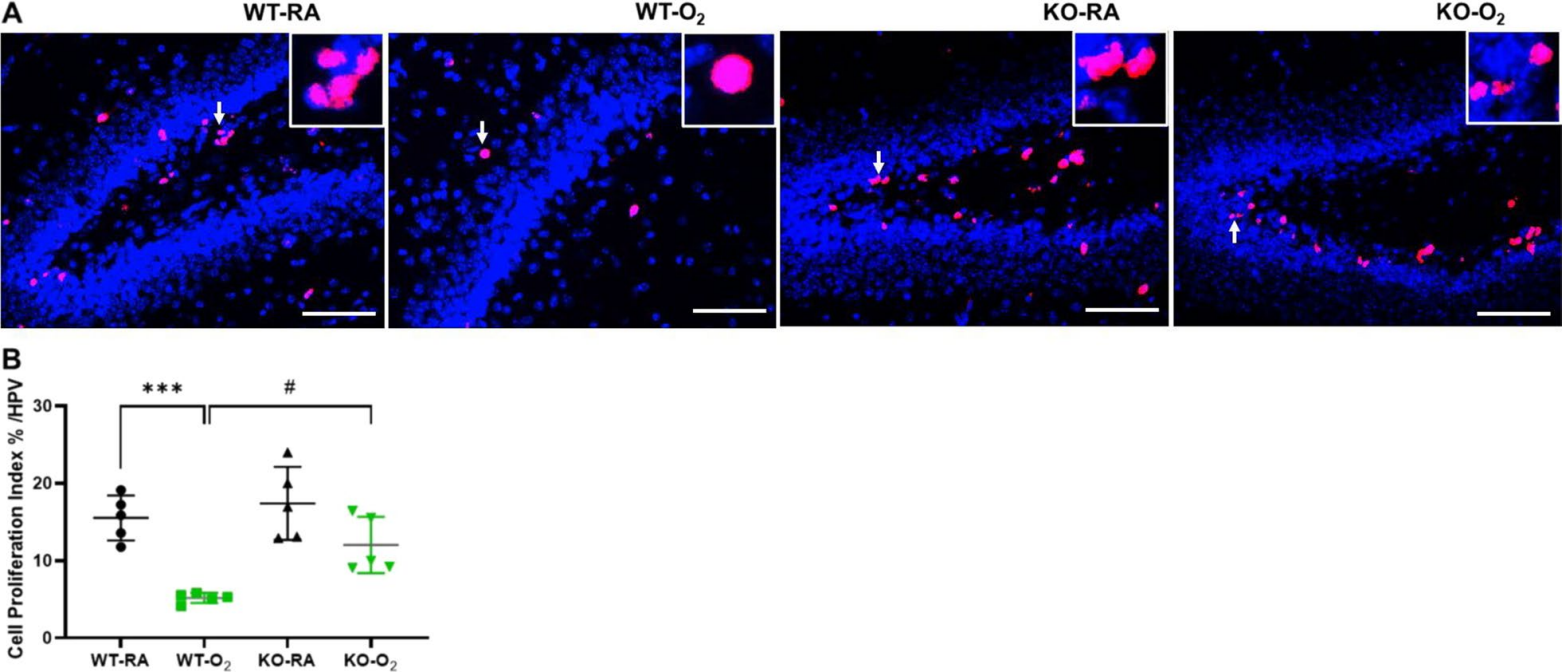
GSDMD-KO improves cell survival in hyperoxia-exposed brains. **A** Representative immunofluorescence staining for Ki67 (pink signals, red arrows) and DAPI nuclear staining (blue signals) in brain tissue sections from WT-RA, WT-O_2_, KO-RA, and KO-O_2_ mice. Representative focal enlarged areas of Ki67 + stained cells are in the white boxes. **B** Quantification of proliferation index (percentage of Ki67 + nuclei/total cell nuclei) showed a decreased Ki67 + cells in the WT-O_2_ group. In contrast, the GSDMD-KO group exposed to hyperoxia had increased Ki67 + cells compared to the WT-O_2_ group. n = 5/group. ***P < 0.001, WT-RA vs. WT-O_2_. ^#^*P* < 0.05, WT-O_2_ vs. KO-O_2_. 20 × objective magnification. Scale bars: 50 µm

**Fig. 4:**
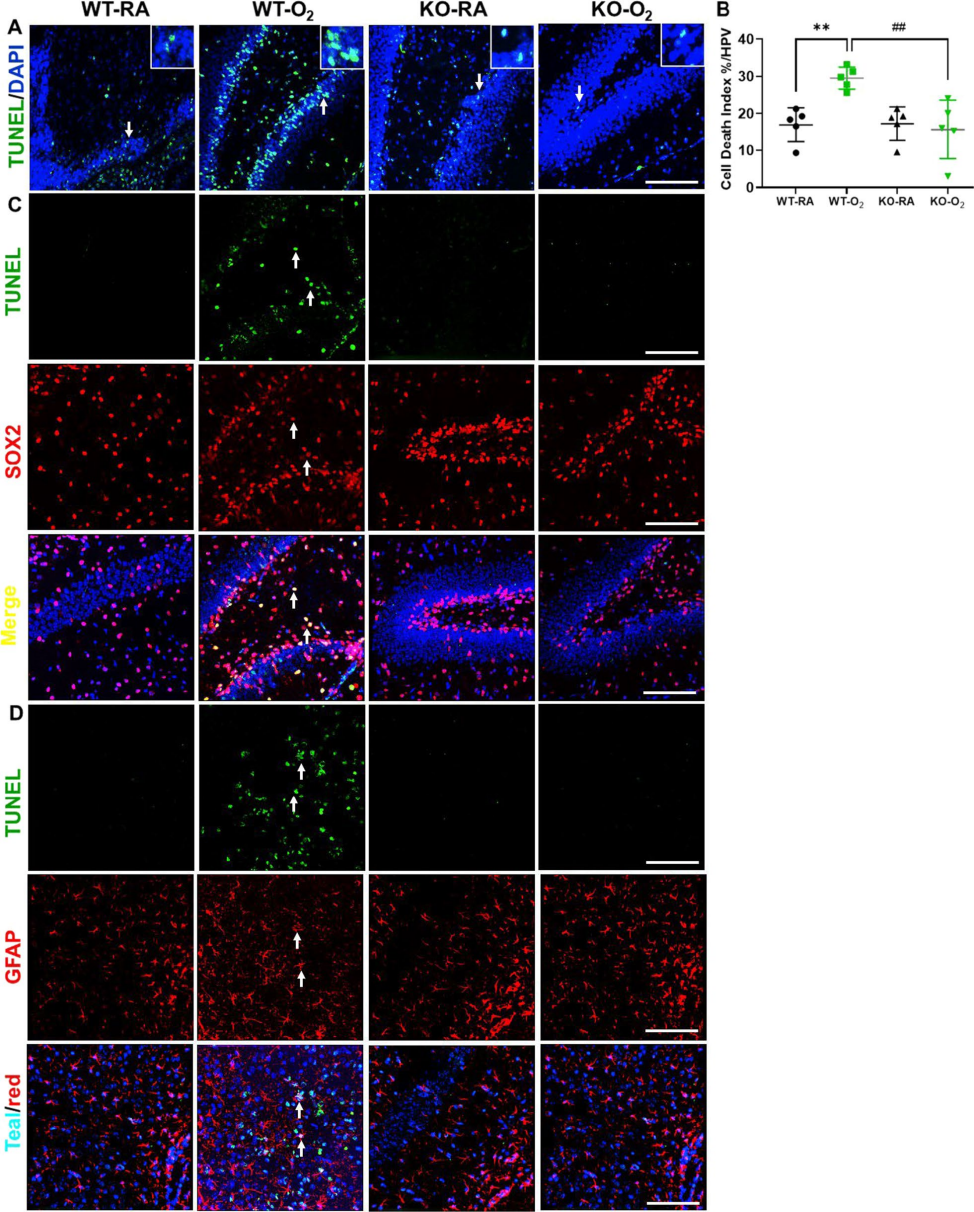
GSDMD-KO prevents cell death induced by hyperoxia. **A** TUNEL assay (green signals) and DAPI nuclear stain (blue signals) were used to identify dead cell nuclei (teal signals). Representative focal enlarged areas of TUNEL + stained cells were in the white boxes. **B** Quantification of cell death index (percentage of apoptotic nuclei divided by total nuclei) revealed that WT hippocampus had increased cell death when exposed to hyperoxia. In contrast, hyperoxia-exposed KO hippocampus had significantly less cell death. n = 5/group. **P < 0.01, WT-RA vs. WT-O_2._^##^*P* < 0.001, WT-O_2_ vs. KO-O_2._ 20 × objective magnification. Scale bars: 50 μm. **C** TUNEL assay (green signal) was performed with immunofluorescence for SOX2 (red signal), and DAPI (blue signal, not shown). TUNEL-positive nuclei were co-localized in SOX2-positive cells in WT-O_2_ hippocampus (white/yellow nuclei, white arrows). Scale bar: 50 µm. **D** TUNEL (green signal) was performed with immunofluorescence for GFAP (red signal), and DAPI (blue signal, not shown), TUNEL-positive nuclei were co-localized in GFAP-positive cells in WT-O_2_ hippocampus (teal nuclei/red cells, white arrows). Scale bar: 50 µm

### GSDMD deficiency ameliorates hyperoxia modulation of developmental processes and pathways in the hippocampus

We performed RNA-seq analysis to understand how GSDMD-KO affects the transcriptional response to hyperoxia. 

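Hippocampal RNA from 14 mice was sequenced, with 4 WT-RA, 4 WT-O2, 3 KO-RA and 3 KO-O2 mice and 1 library per mouse. The paper states that the mice were kept in room air (21% O2) or hyperoxia (85% O2) from postnatal day 1 to day 14, and that the KO allele carries a small deletion in the fifth exon of Gsdmd. Gsdmd (ENSMUSG00000022575) was examined in each library first, as a check of the genotype labels. Its estimated counts were 44, 48, 51 and 41 in WT-RA mice GSD398, GSD399, GSD400 and GSD401. They were 60, 51, 63 and 60 in WT-O2 mice GSD404, GSD405, GSD406 and GSD408. In the KO groups they were 22, 42 and 36 in KO-RA mice GSD489, GSD490 and GSD496, and 38, 36 and 40 in KO-O2 mice GSD491, GSD494 and GSD495. Gsdmd transcripts were thus counted in every KO library, and the 42 counts of KO-RA mouse GSD490 exceeded the 41 counts of WT-RA mouse GSD401. The values are sums over the transcripts of a gene and do not show whether a transcript carries the deletion. For mouse GSD408, the title of its public record gives hyperoxia and the treatment field gives room air. The column name in the deposited table also gives hyperoxia. It was analysed as WT-O2, which gives the 4 animals per WT group in the legends of Fig. 5 and Fig. 7. Neither the paper nor the records name a sequencing batch, but the WT mice are numbered from GSD398 to GSD408 and the KO mice from GSD489 to GSD496. Genotype and the range of mouse numbers therefore cannot be told apart.
The authors deposited estimated counts per gene, which the paper states were made with Kallisto and summed with tximport. The estimated counts summed to between 27272270 and 28257496 per library, with a median of 27879147 in WT-RA, 27870100 in WT-O2, 27843391 in KO-RA and 27651881 in KO-O2. Of the 36118 genes in the table, 16637 passed edgeR's filter on low counts and were tested. Counts were rounded, normalized by edgeR's TMM method and fitted with its quasi-likelihood model in all 14 libraries together. A gene was called differentially expressed at the thresholds in the paper's methods, a fold change of at least 1.25, a p below 0.05 and a q below 0.1. Here q is the Benjamini-Hochberg adjusted p over the 16637 genes, and all tests are two-sided unless stated.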

Principal component analysis showed clear separation of WT and KO animals by principal component 1 (PC1). 

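Principal components were computed from TMM-normalized log2 CPM of the 16637 genes, centred but not scaled. PC1 held 28.9% of the variance. The mean PC1 scores of the 8 WT and the 6 KO libraries differed by 45.9, and no WT library overlapped a KO library. An exact permutation test of this difference gave p = 0.000333, the smallest p that these group sizes allow, or 0.00999 after Benjamini-Hochberg adjustment over the 30 comparisons of groups on 10 components. On PC1, room air and hyperoxia differed by 6.89 in WT mice (exact permutation p = 0.371) and by 3.77 in KO mice (exact permutation p = 0.6). Under the variance stabilizing transformation of DESeq2 in place of log2 CPM, PC1 held 40.4% of the variance and its p for genotype was the same.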

In WT animals, PC3 separated WT-RA and WT-O_2_, but not KO-RA and KO-O_2_, which were not separable by any of the top 10 PCs (Fig. 5A). 

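PC3 held 8.8% of the variance. The mean PC3 scores of WT-RA and WT-O2 differed by 19.6, and all 4 WT-O2 libraries lay on one side of all 4 WT-RA libraries. The exact permutation p of 0.0286 is the smallest that 4 mice against 4 allow, and it rose to 0.429 after Benjamini-Hochberg adjustment over the same 30 comparisons. KO-RA and KO-O2 differed by 9.52 on PC3 and overlapped (exact permutation p = 0.5, where 3 mice against 3 cannot go below 0.1). None of the first 10 components separated KO-RA from KO-O2 without overlap, where chance gives a separation for 10% of the splits on each component. PC3 was the only component of the 10 to separate WT-RA from WT-O2. On it, mouse GSD408 scored -12.22, between the other WT-O2 mice (-14.08 to -9.122) and outside WT-RA (-1.367 to 18.26). With only the 500 most variable genes, PC3 did not separate the WT groups (exact permutation p = 0.486) and PC6 separated the KO groups. A component also separated the KO groups under the variance stabilizing transformation (PC9) and with genes scaled to unit variance (PC8).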

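The libraries were clustered by complete linkage on Euclidean distance, using the 107 genes called in WT-O2 vs WT-RA, which include both genes called in KO-O2 vs KO-RA. Divided into 4 clusters, all 14 libraries fell into their own group. Divided into 2 clusters, the 4 WT-RA libraries stood apart from the 4 WT-O2, 3 KO-RA and 3 KO-O2 libraries. These genes were selected for their difference between WT-RA and WT-O2, so a separation of those groups follows in part from the selection. With all 16637 genes, the 2 clusters were the 8 WT and the 6 KO libraries. Their division into 4 clusters kept the KO libraries together and placed 1 WT-RA library with 2 WT-O2 libraries in each of 2 clusters. With the genes called by DESeq2 in place of edgeR, the largest groups within each of the 4 clusters added up to 11 of the 14 libraries.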

Heatmap of differentially expressed in WT-O_2_ vs. WT-RA and KO-O_2_ vs. KO-RA and hierarchical clustering of genes and samples showed clear clustering of samples by genetic backgrounds and conditions (Fig. 5B).

**Fig. 5:**
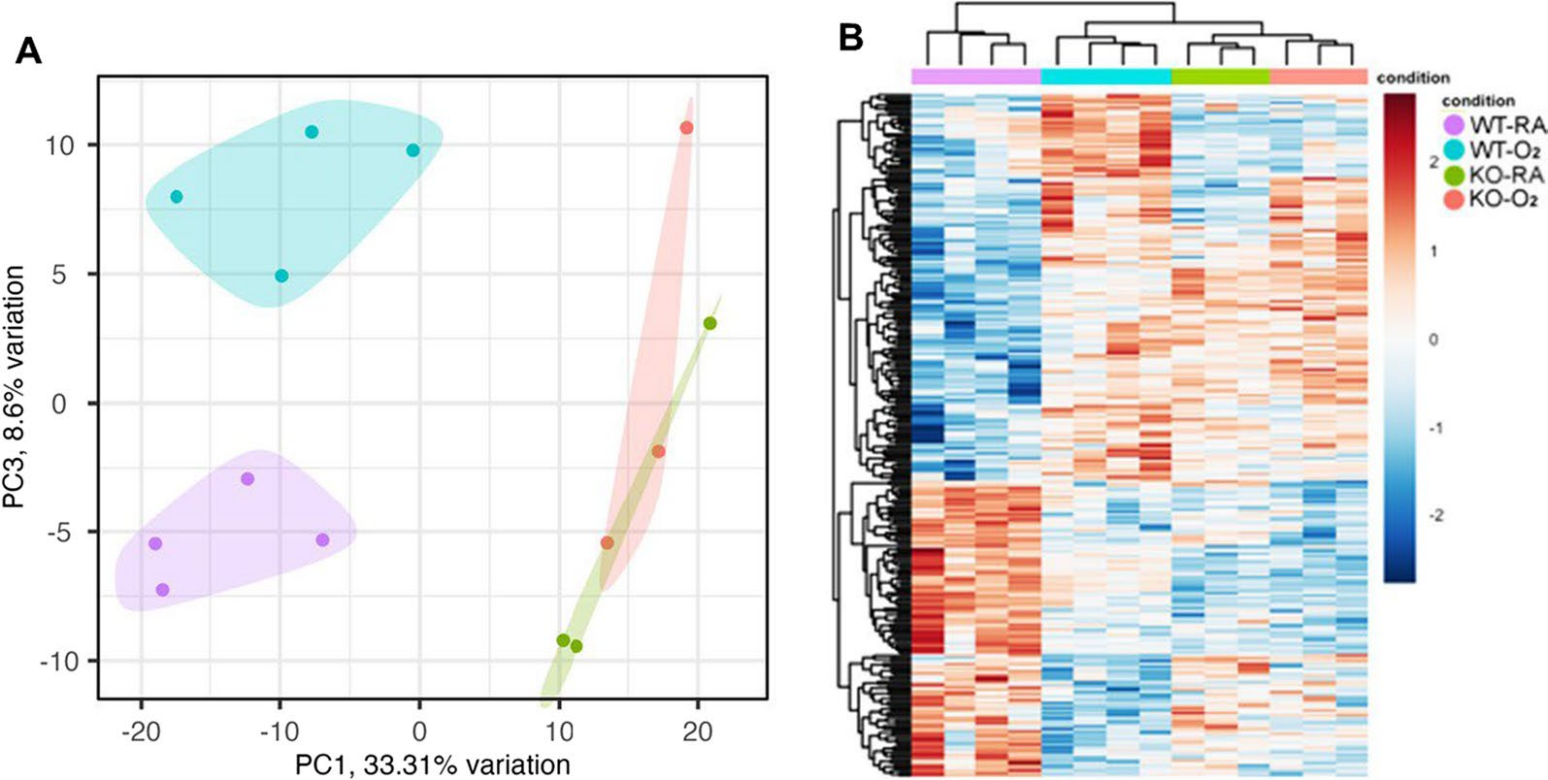
GSDMD-KO prevents transcriptional changes induced by hyperoxia in the hippocampus. **A** Principal component analysis (PCA) plot showing separation of WT and GSDMD-KO mice by PC1 and WT-RA and WT-O_2_ animals by PC3, but no separation between KO-O_2_ and KO-RA. **B** Heatmap of differentially expressed genes in WT-O_2_ vs. WT-RA and KO-O_2_ vs. KO RA with hierarchical clustering of treatment groups. n = 4 animals/group in WT groups. n = 3 animals/group in KO groups

We then performed differential expression analysis comparing WT-O_2_ vs. WT-RA hippocampus and KO-O_2_ vs. KO-RA hippocampus. 

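In WT animals, 107 genes were called in WT-O2 vs WT-RA, of which 58 were higher and 49 lower in WT-O2. Over all 16637 genes, the values of the 4 WT-O2 and the 4 WT-RA mice did not overlap for 5.99%, where chance gives 2.86%, and the 3 KO-O2 and the 3 KO-RA mice for 11.8%, where chance gives 10%. In KO animals, 2 genes were called in KO-O2 vs KO-RA, Fos and Ier3, and both were also called in WT in the same direction. The counts of genes moved with the test. DESeq2 in place of edgeR called 310 genes in WT and 13 in KO, and mapping mouse GSD408 to room air called 6 and 0 (725 genes in KO with an unadjusted p below 0.05). Leaving mouse GSD408 out called 107 in WT, 68 of them shared with the main fit. With 3 mice per WT group, as in the KO groups, all 16 choices of mice called between 8 and 254 genes in WT, with a median of 84.5. Of the 35 splits of the 8 WT mice into 4 and 4, 1 other than the real one called more genes, 176.
Fos (ENSMUSG00000021250), an immediate early gene, fell from 17.2 ± 1.9 (SD, n = 4) CPM in WT-RA to 8.08 ± 1.37 (SD, n = 4) in WT-O2, a log2 fold change of -1.09 (standard error 0.12, q = 0.00522 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In KO mice it fell from 11.5 ± 1.3 (SD, n = 3) to 4.91 ± 0.33 (SD, n = 3), a log2 fold change of -1.22 (standard error 0.15, q = 0.0121 from the same edgeR test). Ier3 (ENSMUSG00000003541) rose from 3.23 ± 0.98 (SD, n = 4) to 10.1 ± 3.2 (SD, n = 4) CPM in WT, a log2 fold change of 1.65 (edgeR q = 0.00908). In KO it rose from 2.20 ± 0.31 (SD, n = 3) to 8.54 ± 0.93 (SD, n = 3), a log2 fold change of 1.96 (edgeR q = 0.0301). Arc (ENSMUSG00000022602) fell by 1.18 in WT and by 0.96 in KO on the log2 scale (edgeR q = 0.00593 and 0.186). Apold1 (ENSMUSG00000090698) rose by 1.52 in WT and 1.39 in KO (edgeR q = 0.00593 and 0.115). Among the called genes of at least 1 CPM without overlap in WT, the 3 largest rises were in Depp1 (log2 fold change 2.50), Adm (1.802) and Ier3, and the 3 largest falls in Cplx3 (-1.40), Gm34583 (-1.33) and Col24a1 (-1.29). In KO mice the log2 fold changes were 2.44 for Depp1 and 2.32 for Adm (edgeR q = 0.271 and 0.186) and -0.13 for Cplx3 (edgeR q = 0.997).

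**Figure D1:**
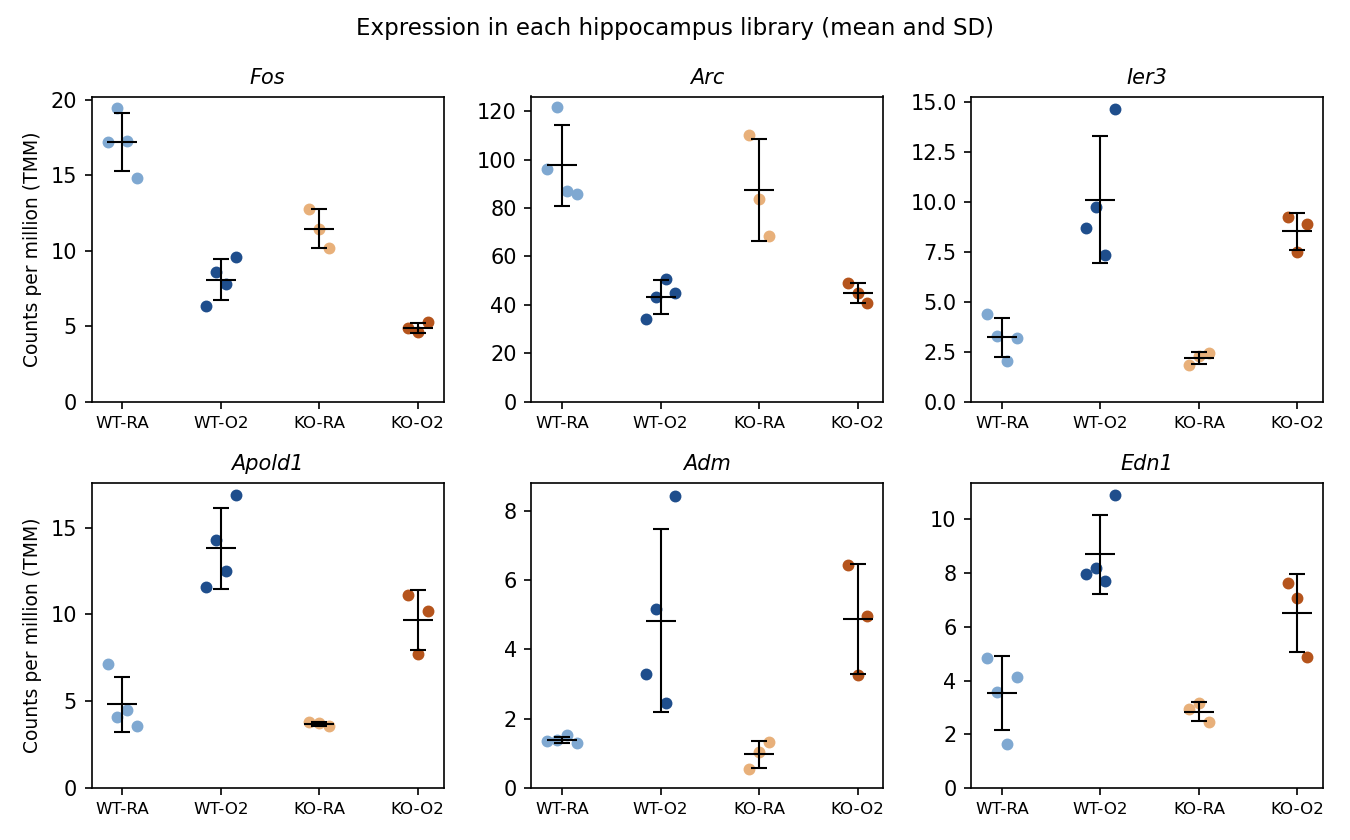
CPM (TMM, linear axes from 0) of Fos, Arc, Ier3, Apold1, Adm and Edn1 in each library, by group, with 1 point per mouse and the mean and SD in black. Fos averages 17.2 in WT-RA, 8.08 in WT-O2, 11.5 in KO-RA and 4.91 in KO-O2.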

In WT animals, hyperoxia differentially regulated 258 genes with 146 genes upregulated and 112 genes downregulated (Fig. 6A), whereas in GSDMD-KO animals, hyperoxia differentially regulated only 16 genes (Fig. 7A, B). Histogram of *P* values in KO-O_2_ vs. KO-RA showed uniform distribution, suggesting the few differentially expressed genes identified are likely false discoveries. 

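In KO-O2 vs KO-RA, 809 of the 16637 p-values from edgeR's quasi-likelihood test were below 0.05, a share of 4.86% (95% Clopper-Pearson interval 4.54% to 5.2%). A uniform distribution gives 5%. The interval covers counting error only, since genes are not independent replicates. The 20 bins of the histogram held between 779 and 875 genes, where a uniform distribution gives 832. At a threshold of 0.001 there were 23 genes, against 16.6 for a uniform distribution, Fos and Ier3 among them. In WT-O2 vs WT-RA, 2027 p-values (12.2%) were below 0.05 and 154 were below 0.001. The share in KO moved most when KO-RA mouse GSD496 was left out, to 3.16%, and was 6.26% when the KO libraries were fitted alone. The 100 genes with the smallest p in KO were then followed in WT, whose libraries had no part in choosing them beyond the shared estimate of variance. Of these, 88 changed in the same direction in WT, with a median log2 fold change of 0.17 signed by the direction in KO, against 0.44 in KO. In 10000 random gene lists matched on expression, 95% of medians lay between -0.04 and 0.04, and none was as high (permutation p = 1e-04, one-sided, the smallest these lists can give). The lists draw genes, which are not independent replicates, so this p does not cover the spread between mice. On simulated counts with group sizes as here, 63 of 100 genes changed 1.5-fold and 85 of 100 changed 2-fold were called in KO. Simulated genes varied independently of each other, so these shares may overstate what can be called in the real libraries. Depp1 and Adm, with log2 fold changes of 2.44 and 2.32 in KO, were not called.

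**Figure D2:**
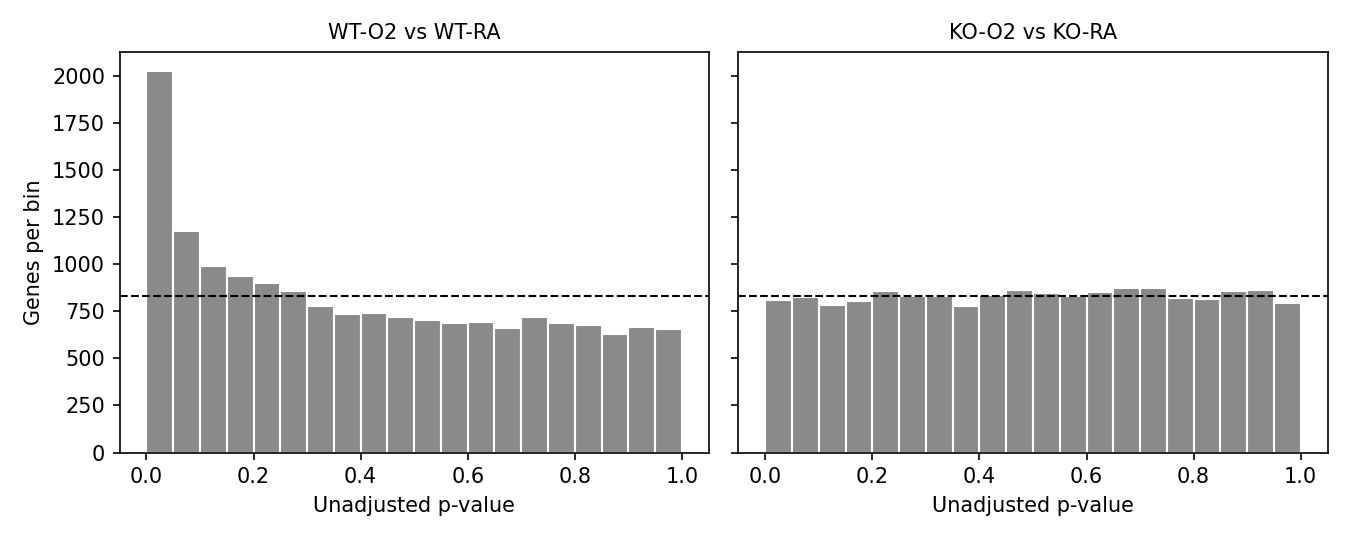
Number of genes in each of 20 bins of the unadjusted p-value in WT-O2 vs WT-RA and in KO-O2 vs KO-RA. The dashed line marks the 832 genes per bin of a uniform distribution. The first bin holds 2027 genes in WT and 809 in KO.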

We performed an overrepresentation analysis on Topcluster to identify biological processes and pathways for the genes induced and suppressed by hyperoxia in WT animals. The bar graph in Fig. 6B shows the top Gene Ontology Biological Processes and KEGG and Reactome pathways associated with genes induced and suppressed by hyperoxia in WT animals. 

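Edn1 (ENSMUSG00000021367) rose from 3.54 ± 1.38 (SD, n = 4) CPM in WT-RA to 8.70 ± 1.49 (SD, n = 4) in WT-O2, a log2 fold change of 1.298 (standard error 0.25, q = 0.0574 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nrp2 (ENSMUSG00000025969) rose from 62.3 ± 12.1 (SD, n = 4) to 102 ± 3.04 (SD, n = 4), a log2 fold change of 0.71 (standard error 0.12, edgeR q = 0.0299). Vegfa (ENSMUSG00000023951) averaged 56.7 ± 2.0 (SD, n = 4) in WT-RA and 92.9 ± 42.1 (SD, n = 4) in WT-O2 and was not called (log2 fold change 0.71, edgeR q = 0.226). Of the 58 genes higher in WT-O2, the 57 with an Entrez identifier were tested for overlap with 887 Reactome sets of 10 to 500 tested genes, with the 15984 tested genes that have one as background. No set reached q = 0.1 in a one-sided Fisher's exact test, and 11 sets had an unadjusted p below 0.05. The set Axon guidance held 3 of the genes (Nrp2, Plxnc1 and Slit3) where 0.974 were expected (one-sided Fisher's exact p = 0.0736, q = 1 over the 887 sets). The Gene Ontology and KEGG terms were not analysed here. A list of 16 genes of the hypoxia response held 12 with a positive log2 fold change in WT, of which only Adm was called. The mean standardized expression of the list was 0.522 higher in WT-O2 than in WT-RA, with overlap between the groups (exact permutation p = 0.4, or 0.618 after Benjamini-Hochberg adjustment over the 17 lists).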

Genes induced by hyperoxia were associated with neuroprojection morphogenesis, neuron differentiation, neuron development, axonogenesis, blood circulation, hypoxia-induced factor 1 (HIF-1) pathway, cell growth, chemotaxis, angiogenesis, and vascular development. Suppressed genes were associated with neural growth factor (NGF) stimulated transcription, memory, nuclear events kinase and transcription factor activation, short-term memory, response to corticosterone, cell surface receptor signaling pathway involved in cell–cell signaling, ligand-activated transcription factor activity, and response to hypoxia. 

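Of the 49 genes lower in WT-O2, Fosb (ENSMUSG00000003545) fell by 0.90 on the log2 scale (standard error 0.13, q = 0.0161 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Egr1 (ENSMUSG00000038418) fell from 173 ± 33 (SD, n = 4) to 96.0 ± 10.4 (SD, n = 4) CPM, a log2 fold change of -0.85 (edgeR q = 0.0248). Npas4 (ENSMUSG00000045903) fell by 1.22 on the log2 scale (edgeR q = 0.0413). A list of 12 immediate early genes fixed in advance was lower in WT-O2 for all 12 genes, 5 of which were called. Its mean standardized expression fell by 1.501, without overlap between the groups (exact permutation p = 0.0286, the smallest that 4 against 4 allow, or 0.243 after Benjamini-Hochberg adjustment over the 17 lists). limma's camera test of the same list against all other genes gave p = 0.000347. In KO mice 11 of the 12 genes were lower in hyperoxia and the mean fell by 1.00, also without overlap (exact permutation p = 0.1, the smallest that 3 against 3 allow, or 1 after the same adjustment, and camera p = 0.00183). With only the 7 genes of the list that the paper's figures do not name, the mean fell by 1.285 in WT without overlap (exact permutation p = 0.0286, camera p = 0.00629) and by 0.766 in KO with overlap (exact permutation p = 0.3, camera p = 0.0451). With mouse GSD408 mapped to room air, the difference in WT was -1.20 (exact permutation p = 0.107). No Reactome set reached q = 0.1 among the lower genes, and 9 sets had an unadjusted one-sided p below 0.05.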

Network plots for the top differentially induced gene pathways in WT brains were axonogenesis, neuron projection guidance, developmental growth involved in morphogenesis, axon guidance, and developmental cell growth (Fig. 6C). 

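All 24 genes labelled in Fig. 6C were tested and were higher in WT-O2 than in WT-RA, with log2 fold changes from 0.25 to 1.298 and a median of 0.40. Each had an unadjusted p below 0.05 in edgeR's quasi-likelihood test, and 6 were called at q below 0.1 over all genes tested. Adjusted over the list alone, all 24 had q below 0.1, which shows no stability because the list comes from calls on these data. With DESeq2 in place of edgeR, 17 of the 24 were called. In KO mice 14 of the 24 were higher in hyperoxia, with a median log2 fold change of 0.05 and 2 unadjusted p-values below 0.05. Wnt7a (ENSMUSG00000030093), one of the genes not called, rose in WT by 0.36 on the log2 scale (standard error 0.09, edgeR q = 0.139).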

The top differentially suppressed gene pathways included cognition, learning or memory, and muscle dell development (Fig. 6D).

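All 15 genes labelled in Fig. 6D were lower in WT-O2 than in WT-RA, with log2 fold changes from -1.22 to -0.29 and a median of -0.54. Each had an unadjusted p below 0.05, and 6 were called at q below 0.1 over the genes tested, against 11 with DESeq2. Nptx2 (ENSMUSG00000059991) was 57.4 ± 11.0 (SD, n = 4) CPM in WT-RA and 40.9 ± 4.7 (SD, n = 4) in WT-O2, a log2 fold change of -0.49 (standard error 0.13, q = 0.142 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Homer1 (ENSMUSG00000007617) fell by 0.40 on the log2 scale (edgeR q = 0.173). In KO mice 11 of the 15 genes were lower in hyperoxia, with a median log2 fold change of -0.13 and 3 unadjusted p-values below 0.05.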

**Fig. 6:**
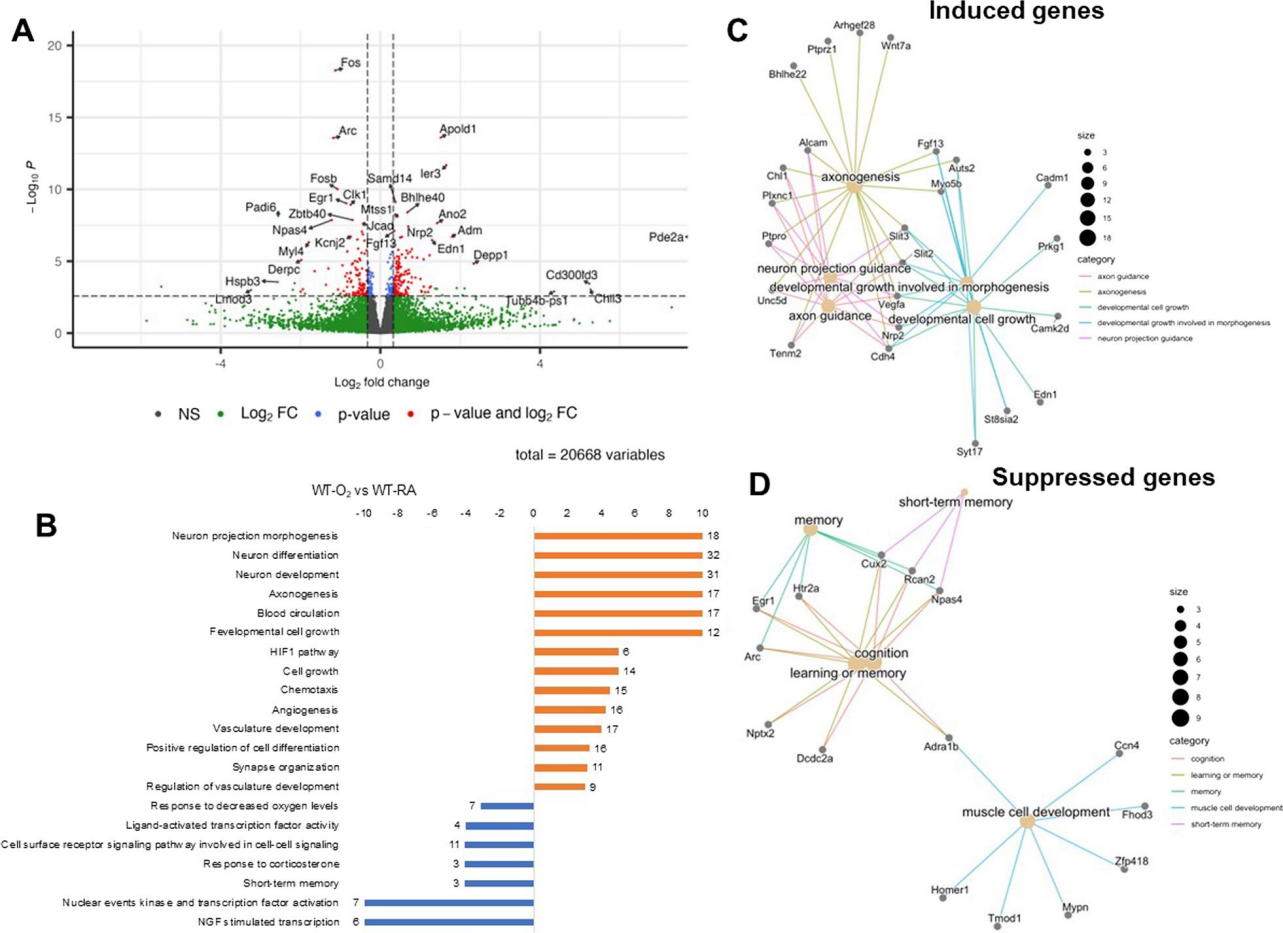
Hyperoxia modulates developmental pathways in the hippocampus of WT animals. **A** Volcano plot of genes differentially expressed in the hippocampus of room air-exposed WT mice compared to hyperoxia-exposed WT mice (fold change > 1.25 and FDR < 0.1). **B** Gene set enrichment analysis for Gene Ontology term and KEGG pathways of genes differentially expressed by hyperoxia-exposed WT mice. Hyperoxia-induced genes were associated with neuroprojection morphogenesis, neuron differentiation, neuron development, axonogenesis, blood circulation, HIF-1 pathway, cell growth, chemotaxis, angiogenesis, and vascular development. differentiation, development, and axonogenesis. Hyperoxia-suppressed genes were associated with NGF stimulated transcription, memory, nuclear events kinase and transcription factor activation, short-term memory, response to corticosterone, cell surface receptor signaling pathway involved in cell–cell signaling, ligand-activated transcription factor activity, and response to hypoxia. **C** Network plot of select top biological processes and their associated genes induced by hyperoxia. **D** Network plot of select top biological processes and their associated genes suppressed by hyperoxia

**Fig. 7:**
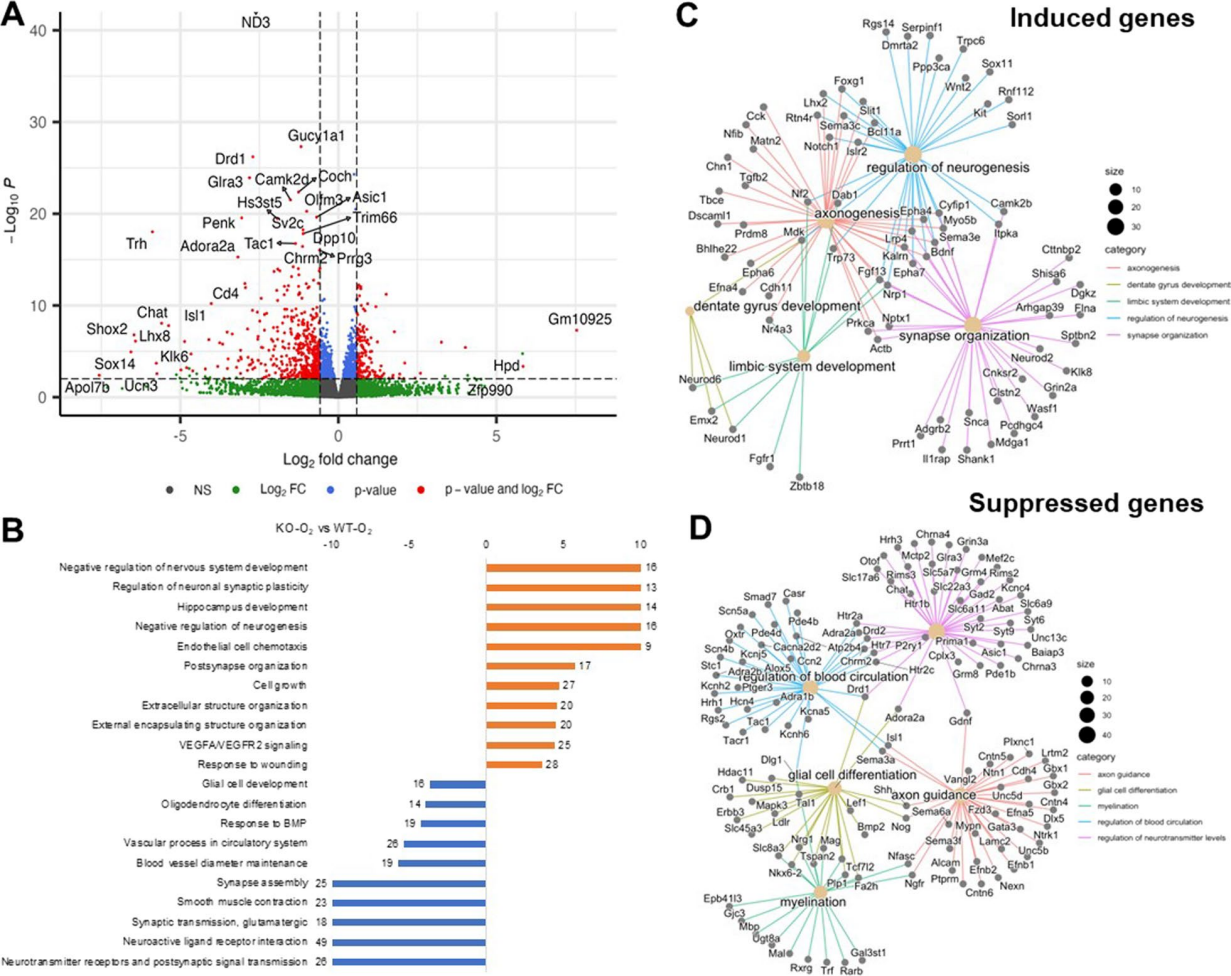
GSDMD KO modulates the transcriptional response to hyperoxia in the hippocampus. **A** Volcano plot of genes differentially expressed in brains of KO-O_2_ mice compared to WT-O_2_ mice (fold change > 1.25 and FDR < 0.1). **B** Gene set enrichment analysis of genes differentially expressed in hyperoxia-exposed KO mice compared to hyperoxia-exposed WT mice. In the KO-O_2_ group, there was an induction of genes associated with negative regulation of nervous system development, regulation of neuronal synaptic plasticity, hippocampus development, negative regulation of neurogenesis, endothelial cell chemotaxis, postsynapse organization, extracellular structure organization, and VEGFA/VEGFR2 signaling compared to WT-O_2_ group. Hyperoxia-suppressed gene pathways were associated with neurotransmitter receptors and postsynaptic signal transmission, neuroactive ligand receptor interaction, synaptic transmission, synapse asseembly, blood vessel diameter maintenance, vascular process in circulatory system, reponse to BMP, and oligodendrocyte differentiation. **C** Network plot of select top biological processes and their associated genes induced in KO-O_2_ compared to WT-O_2_. **D** Network plot of select top biological processes and their associated genes suppressed in KO-O_2_ compared to WT-O_2_ brains. n = 4 animals/group in WT groups. n = 3 animals/group in KO groups

We then performed a direct comparison of KO-O_2_ with WT-O_2_ animals. In this comparison, we found 1291 genes were differentially regulated in the dotplots, as illustrated in Fig. 7A. 

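In KO-O2 vs WT-O2, 1142 of the 16637 genes were called, 724 lower in KO-O2 and the others higher. Over all genes tested, the 3 KO-O2 and 4 WT-O2 mice did not overlap for 19%, where chance gives 5.71%. mt-Nd3 (ENSMUSG00000064360), a mitochondrial gene, was 885 ± 137 (SD, n = 4) CPM in WT-O2 and 144 ± 18 (SD, n = 3) in KO-O2, a log2 fold change of -2.62 (standard error 0.20, q = 1.13e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the called genes of at least 1 CPM without overlap, the 3 largest rises were in Gm10925 (log2 fold change 7.48), Gm28438 (4.03) and Gm15446 (3.40). The 3 largest falls were in Shox2 (-6.40), Trh (-5.87) and Chat (-5.17). Gm28438 averaged 50.9 ± 69.5 (SD, n = 4) CPM in WT-O2 and 829 ± 55.5 (SD, n = 3) in KO-O2, opposite to mt-Nd3 and by a similar amount. The counts are estimates, and whether reads were divided differently between mt-Nd3 and Gm28438 was not tested. Of the 1142 genes, 1108 (97%) also differed in the same direction between KO-RA and WT-RA, and 755 were called there. Across these genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a Pearson r of 0.887 and a Spearman rho of 0.9. The median size, signed by the direction in hyperoxia, was 0.61 in hyperoxia and 0.55 in room air. No alternative moved the number called more than adding scores of striatal and thalamic marker genes as covariates, which left 50 genes. Those scores separate the genotypes (R squared of 0.873 for genotype on the scores), so the covariates remove differences of genotype as well.

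**Figure D3:**
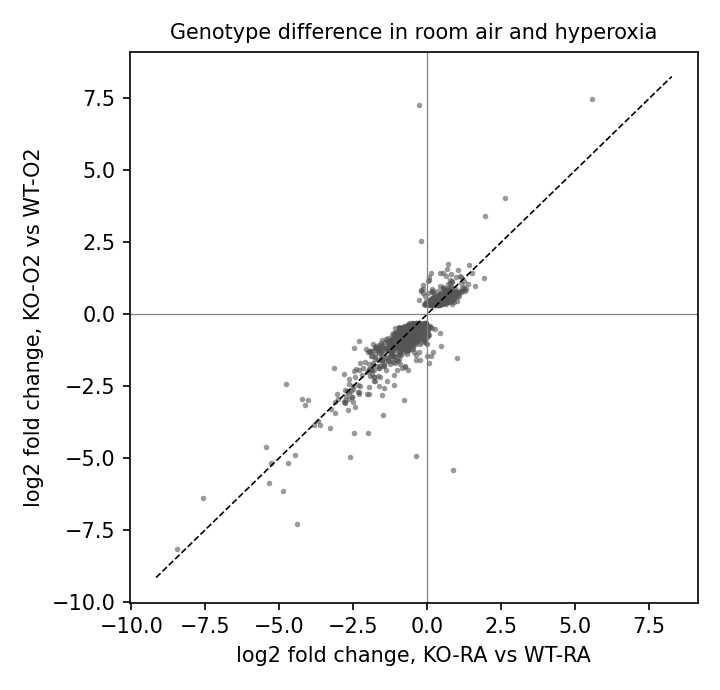
Log2 fold change of the 1142 genes called in KO-O2 vs WT-O2 (vertical axis) against the same genes in KO-RA vs WT-RA (horizontal axis), 1 point per gene. The dashed line marks equal values. For 1108 of the genes, both values have the same sign.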

Genes induced by hyperoxia in GSDMD-KO brains relative to WT brains were associated with negative regulation of nervous system development, regulation of neuronal synaptic plasticity, hippocampus development, negative regulation of neurogenesis, endothelial cell chemotaxis, postsynapse organization, extracellular structure organization, and VEGFA/VEGFR2 signaling (Fig. 7B). 

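Among genes higher in KO-O2 than in WT-O2, Nrp1 (ENSMUSG00000025810) averaged 50.4 ± 6.8 (SD, n = 4) CPM in WT-O2 and 73.9 ± 3.8 (SD, n = 3) in KO-O2, a log2 fold change of 0.55 (standard error 0.10, q = 0.00481 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In KO-RA vs WT-RA its log2 fold change was 0.75 (edgeR q = 0.000427). Emx2 (ENSMUSG00000043969) was higher by 0.80 in hyperoxia and 1.11 in room air (edgeR q = 0.0024 and 0.000179). Bdnf (ENSMUSG00000048482) was higher by 0.48 and 0.59 (edgeR q = 0.0146 and 0.00272). A list of 17 hippocampal excitatory neuron markers was higher in KO-O2 for 16 genes and lower for 1. Its mean standardized expression rose by 1.257 (exact permutation p = 0.0286, or 0.122 after Benjamini-Hochberg adjustment over the 17 lists). In room air 16 were also higher and 1 lower, and the mean rose by 1.527. A difference in dissected tissue can therefore not be told apart from genotype for the higher genes. Of the 887 Reactome sets, 5 had q below 0.1 among the higher genes with an Entrez identifier. EPH-Ephrin signaling held 9 genes where 1.92 were expected (one-sided Fisher's exact p = 0.000123, q = 0.0622 over the 887 sets), Neurotransmitter Receptor Binding And Downstream Transmission In The Postsynaptic Cell held 11 where 2.98 were expected, and Axon guidance held 18 where 6.9 were expected (q = 0.0622 for both). Neuronal System held 16 where 6.17 were expected and Transmission across Chemical Synapses held 13 where 4.42 were expected (q = 0.0915 for both). In room air, 9 sets had q below 0.1 by the same test among the genes higher in KO-RA than in WT-RA. Neuronal System and Axon guidance were among them (q = 0.0266 and 0.0653), and EPH-Ephrin signaling was not (q = 0.13). Among the genes lower in KO-O2, Axon guidance held 24 where 12.1 were expected, Neuronal System 34 where 10.8 were expected and Transmission across Chemical Synapses 22 where 7.76 were expected (q = 0.0439, 5.36e-07 and 0.00084). Among the genes higher in KO-O2, the VEGFA-VEGFR2 Pathway held 4 where 2.25 were expected (one-sided Fisher's exact p = 0.188, q = 1). Vegfa did not differ between KO-O2 and WT-O2 (log2 fold change 0.10, edgeR q = 0.888), and its sign turned when WT-O2 mouse GSD404, WT-O2 mouse GSD406 or KO-O2 mouse GSD491 was left out. The number of sets varied with the settings, from 0 with DESeq2's size factors in edgeR to 12 without a filter on low counts and 13 without WT-O2 mouse GSD404.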

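Of the 887 Reactome sets, 36 had q below 0.1 among the 709 genes with an Entrez identifier that were lower in KO-O2 than in WT-O2. GPCR ligand binding held 42 of these genes where 10.6 were expected (one-sided Fisher's exact test, q = 1.48e-11 over the 887 sets). Amine ligand-binding receptors, a set of 31 tested genes, held 14 where 1.38 were expected (q = 2.93e-09). Signaling by BMP held 6 where 0.976 were expected (q = 0.0174). In room air, 34 sets had q below 0.1 by the same test among the genes lower in KO-RA than in WT-RA. GPCR ligand binding and Amine ligand-binding receptors were among them (q = 1.57e-07 for both). The receptor gene Drd1 (ENSMUSG00000021478) was 19.2 ± 4.4 (SD, n = 4) CPM in WT-O2 and 3.01 ± 1.01 (SD, n = 3) in KO-O2, a log2 fold change of -2.67 (standard error 0.28, q = 0.000122 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adora2a (ENSMUSG00000020178) was lower by 2.99 on the log2 scale (edgeR q = 9.11e-05). Mbp (ENSMUSG00000041607), a myelin gene, was 4625 ± 1716 (SD, n = 4) CPM in WT-O2 and 2288 ± 685 (SD, n = 3) in KO-O2 (log2 fold change -1.02, edgeR q = 0.09). In room air the log2 fold changes between KO and WT were -2.702 for Drd1, -2.79 for Adora2a and -1.55 for Mbp (edgeR q = 7.89e-05, 8.49e-05 and 0.00904). A list of 15 striatal marker genes was lower in KO-O2 for 14 genes and higher for 1, and all 15 were called. Its mean standardized expression fell by 1.56 (exact permutation p = 0.0286, the smallest that 4 against 3 allow, or 0.122 after Benjamini-Hochberg adjustment over the 17 lists). With the striatal and thalamic scores as covariates no set reached q = 0.1 and the log2 fold change of Mbp was 0.67.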

Supressed genes included neurotransmitter receptors and postsynaptic signal transmission, neuroactive ligand receptor interaction, synaptic transmission, synapse asseembly, blood vessel diameter maintenance, vascular process in circulatiory system, reponse to BMP, and oligodendrocyte differentiation (Fig. 7B). 

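Of the 74 genes labelled in Fig. 7C, 73 were higher in KO-O2 than in WT-O2, with log2 fold changes from -0.04 to 0.90 and a median of 0.44. At q below 0.1 over all genes tested, 59 were called, and 71 had an unadjusted p below 0.05 in edgeR's quasi-likelihood test. In room air 70 of the 74 were higher in KO-RA than in WT-RA and 43 were called, with a median log2 fold change of 0.42. Kit (ENSMUSG00000005672) averaged 60.7 ± 10.7 (SD, n = 4) CPM in WT-O2 and 84.8 ± 10.6 (SD, n = 3) in KO-O2, a log2 fold change of 0.48 (standard error 0.13, q = 0.0409 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cck (ENSMUSG00000032532) was higher by 0.38 on the log2 scale (edgeR q = 0.0273). A threshold of 1.5-fold in place of 1.25-fold called 10 of the 74, and the regional covariates called 0 of them.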

Network plots for the top differentially induced gene pathways in the KO brains were regulation of neurogenesis, axonogenesis, synapse organization, dentate gyrus development, and limbi system development (Fig. 7C). Top suppressed gene pathways included regulation of blood circulation, glial cell differention, axon guidance, and myelination (Fig. 7D). 

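All 125 genes labelled in Fig. 7D were lower in KO-O2 than in WT-O2, with log2 fold changes from -5.17 to -0.19 and a median of -0.99. At q below 0.1 over all genes tested, 112 were called. In room air 123 of the 125 were lower in KO-RA than in WT-RA and 99 were called, with a median log2 fold change of -0.96. Gad2 (ENSMUSG00000026787) differed by -0.49 on the log2 scale between KO-O2 and WT-O2 (standard error 0.13, q = 0.0334 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the striatal and thalamic scores as covariates, 4 of the 125 genes were called.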

These findings suggest that in the setting of hyperoxia, GSDMD-KO modulated important developmental pathways in the hippocampus.​

We performed qRT-PCR to verify select genes differentially regulated by hyperoxia and GSDMD-KO. Representative genes whose expression was increased by hyperoxia in the WT brains but reduced by GSDMD-KO included basic helix–loop–helix family member e40 (*Bhlhe40*), endothelin 1 (*Edn1*), immediate early response 3 (*Ier3*), and *Serpine1* which are involved in the neurovascular injury, synaptic plasticity, apoptosis, and cellular senescence (Fig. 8).

**Fig. 8:**
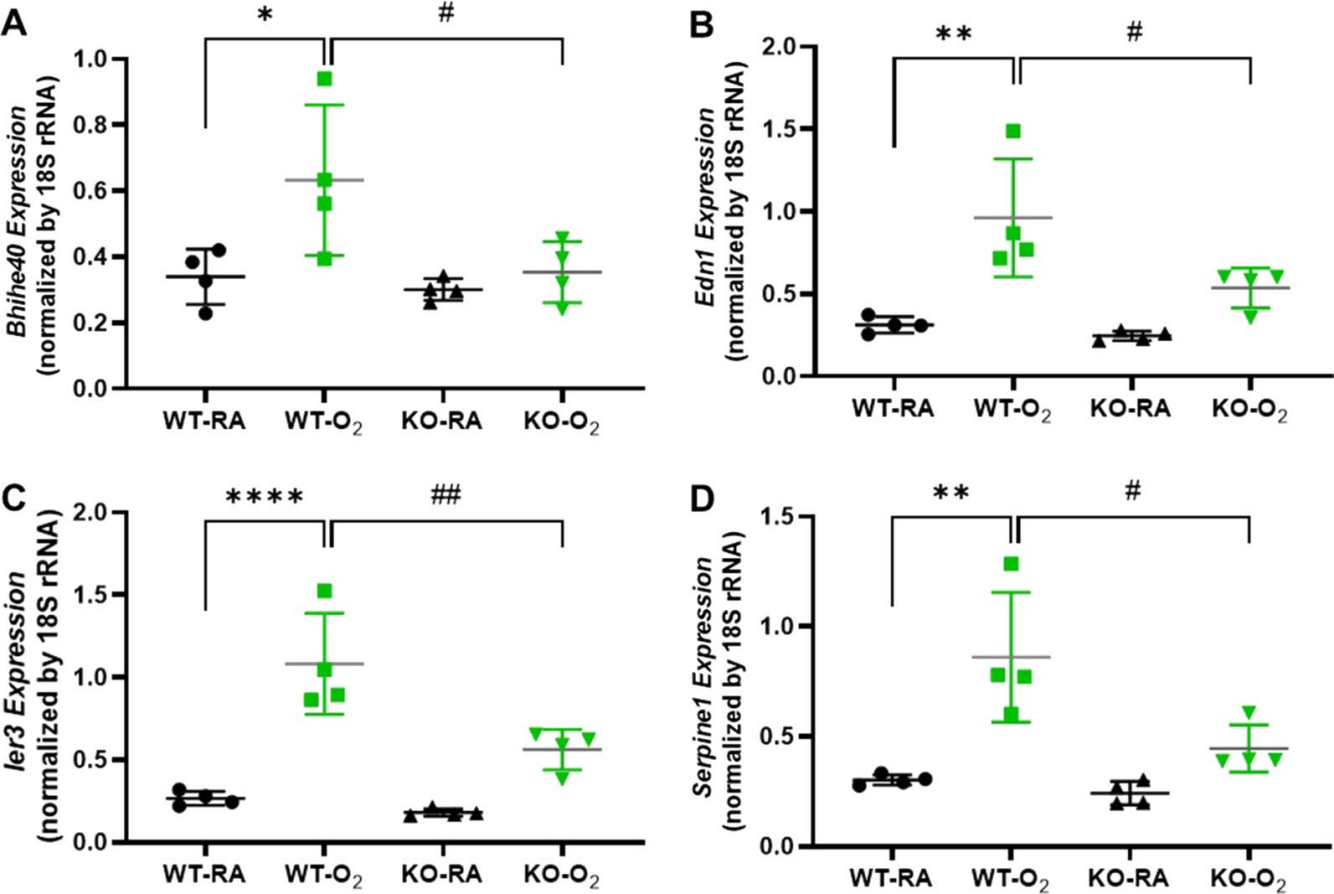
qRT-PCR validation of differentially regulated genes between WT-O_2_ and KO-O_2_ hippocampus. **A** Hyperoxia upregulated gene expressions of *Bhihe40*, *Edn1*, *ler3*, and *Serpine1* in the WT brains, but GSDMD-KO prevented hyperoxia upregulation of these genes. n = 4/goups. *P < 0.05, **P < 0.01, and ****P < 0.0001, WT-O_2_ compared to WT-RA. ^#^*P* < 0.05 and ^##^*P* < 0.01, KO-O_2_ vs. WT-O_2_

## Discussion

BPD, characterized by inflammatory lung injury, continues to be a major contributor to morbidity and mortality in extremely premature infants and is also a predictor of NDI [4, 5, 32]. Currently, no therapies are effective and safe for either condition. Previous studies from our lab have demonstrated a critical role for GSDMD activation in hyperoxia-induced mouse models of BPD and brain injury [15]. Furthermore, our previous studies also have shown that adoptive transfer of GSDMD-laden extracellular vesicle (EV) derived from hyperoxia-exposed rat models into healthy neonatal rats induced pathological hallmarks of BPD, and these GSDMD-laden EVs can cross the blood–brain barrier causing inflammatory brain injury [16]. In this study, we focused our investigations on the effects of global GSDMD-KO in a neonatal mouse model of hyperoxia-induced brain injury. We provided evidence, for the first time to the best of our knowledge, that GSDMD deficiency ameliorates hyperoxia-induced inflammation and cell death in the hippocampus as well as alters hyperoxia-modulated transcriptomes and distinctive enriched biological pathways in the hippocampus. However, since we used a global GSDMD KO model, it is likely that both KO of brain endogenous GSDMD expression as well as circulating EV GSDMD expression contribute to our observations. Both mechanisms can reduce GSDMD effects on brain inflammatory response and cell pyroptosis. Future studies are needed to differentiate these two mechanisms by generating lung cell-specific or brain cell-specific GSDMD gene deletion.

It is well-known that the etiology of lung injury and BPD in preterm infants is multifactorial. However, hyperoxia is thought to be a significant contributor to the inflammatory response mediated by macrophages and neutrophils, which invade the endothelium and alveolar spaces of premature lungs, causing lung injury and subsequent development of BPD [3]. A previous study from our laboratory demonstrated that hyperoxia-exposed GSDMD-KO animals had significantly less alveolar macrophage and neutrophil infiltration, an improvement in alveolarization and gas exchange surface area, improved vascularization and less vascular remodeling/muscularization compared to the WT mice indicating improvements in the hyperoxia-induced lung injury, and deranged alveolar and vascular development that are seen in BPD [21].

In addition, mounting evidence suggests hyperoxia is an important trigger of brain injury. Studies have shown that the developmental stages of the lung and brain in rodent models are comparable to preterm humans [33–35]. In most rodent models, lung injury has been noticed after exposure to hyperoxia for 7–14 days, whereas brain injury has been detected after exposure to hyperoxia for just 6 to 48 h. In our study, rodent models were exposed to hyperoxia for 14 days, aiming to investigate the chronic effects of hyperoxia on brain injury, and laying the foundation for further potential investigations of the complex lung–brain axis interactions which result in multiple comorbidities in preterm infants.

Our current study demonstrated a marked increase of GSDMD expression in the hippocampus of hyperoxia-exposed WT mice. We further showed that GSDMD was strongly expressed in microglial cells and astrocytes and weakly expressed in neural stem cells and progenitor cells. The strong expression of GSDMD in microglial cells was correlated with increased microglial cell activation and increased gene expression of inflammatory mediators, *Il6*, *Il1r1*, *Il18*, and *Il33*. These cytokines are known to be predominately produced by microglial cells, with basal amounts produced under steady-state conditions and greatly elevated amounts produced in response to pathogens, tissue damage, and other danger-associated molecular triggers, such as hyperoxic tissue damage [36]. They play pivotal roles in CNS infection, neurodegeneration, and injury. Our results support the crucial role of GSDMD in mediating hyperoxia-induced brain inflammation.

Based on the evidence of GSDMD involvement in the inflammasome pathway, we investigated the effects of GSDMD-KO on cell proliferation and death. Although cell proliferation was generally low in all study groups, the GSDMD-KO brain had a higher proliferating index than WT brain under hyperoxic conditions. Based on the location of these proliferating cells in the subgranular zone (SGZ) of the dentate gyrus as well as the cornu ammonis and surrounding hippocampus, these cells are likely neural stem cells and progenitor cells that are known to be present and proliferating in the neonatal hippocampus. Our results demonstrated that hyperoxia-induced hippocampal cell death was significantly lower in the GSDMD-KO mice compared to their WT littermates. Furthermore, the TUNEL-positive cells were mainly co-localized with neural stem cells, progenitor cells, and astrocytes in hyperoxia-exposed WT brains. These results highlight a detrimental effect of hyperoxia on neural stem cell physiology and function, which can lead to short-term and long-term neurodevelopmental impairment, as observed in preterm infants with a history of chronic oxygen therapy [4].

Our RNA-seq findings reveal that hyperoxia-induced structural damage is associated with the altered expression of many gene pathways that can impact brain development in WT mice but not in GSDMD-KO mice. There was a clear separation of WT and KO mice by PC1, and WT-RA vs. WT-O_2_ on PC3. However, there was no clear separation of KO-RA vs. KO-O_2_ in PC3, indicating that GSDMD-KO prevents hyperoxia-induced transcriptome changes in the mouse brain. These observations were further supported by the distinct heatmap of differentially expressed genes and hierarchical clustering of genes by genetic backgrounds and conditions in WT-O_2_ vs. WT-RA and KO-O_2_ vs. KO-RA animals.

On differential expression analysis, hyperoxia differentially regulated 258 genes, with 146 genes upregulated and 112 genes downregulated in the WT animals. However, hyperoxia only differentially regulated 16 genes in the GSDMD-KO animals. On overrepresentation analysis of the WT brains, hyperoxia-induced genes are associated with neuroprotection morphogenesis, neuron differentiation and development, axonogenesis, blood circulation, HIF-1 pathway, cell growth, chemotaxis, angiogenesis, and vascular development. Suppressed genes were associated with NGF-stimulated transcription, memory, transcription factor activation, short-term memory, response to corticosterone, cell surface receptor signaling pathway involved in cell–cell signaling, ligand-activated transcription factor activity, and response to hypoxia. However, these changes were prevented by GSDMD-KO, which led to the regulation of fewer genes that were not associated with these processes or pathways, suggesting they are GSDMD-dependent. 

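Whether the response to hyperoxia differed between the genotypes was tested as an interaction in the same edgeR fit. No gene was called, the smallest q was 1, and 673 genes (4.05%) had an unadjusted p below 0.05. On simulated counts with a response in WT only, this test called 53 of 100 genes changed 1.5-fold and 67 of 100 changed 2-fold. Simulated genes varied independently of each other, so these shares may overstate what the test can find in the real libraries. Of the 107 genes called in WT, 81 (75.7%) changed in the same direction in KO. Their median log2 fold change, signed by the direction in WT, was 0.52 in WT and 0.12 in KO. In 10000 random lists matched on expression, 95% of medians in KO lay between -0.03 and 0.03 (permutation p = 1e-04, one-sided, the smallest these lists can give). These lists draw genes and not mice, so the p does not cover the spread between mice. For 63 of the 107 genes the interaction had an unadjusted p below 0.05, but the genes were selected on the WT data that enter it. The interaction was -0.13 for Fos, 0.31 for Ier3 and -0.13 for Apold1 on the log2 scale (standard errors 0.19, 0.35 and 0.29, q = 1 for each from the edgeR test). It was -0.54 for Nrp2 and 1.27 for Cplx3 (unadjusted p = 0.00841 and 0.0231, q = 1 for both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With mouse GSD408 mapped to room air, 6 genes were called in WT and their median in KO was 0.00 on the log2 scale (permutation p = 0.498). From the number of genes regulated in WT and KO animals and the terms attached to them, the paper proposes that the changes seen in WT depend on GSDMD.

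**Figure D4:**
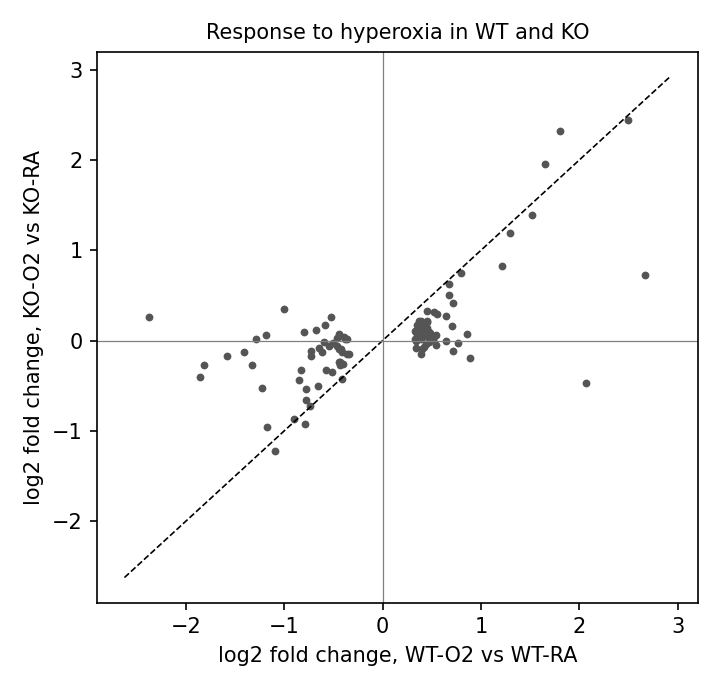
Log2 fold change in KO-O2 vs KO-RA (vertical axis) against WT-O2 vs WT-RA (horizontal axis) of the 107 genes called in WT, 1 point per gene. The dashed line marks equal values. In 81 genes both values have the same sign.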

HIF-1 signaling pathways are critically involved in the embryonic and postnatal stages of brain development by targeting the highly active maturational and angiogenic processes [37]. VEGF is known to be a major target gene for HIF-1. Hyperoxia-induced destabilization of HIF-1 downregulates the expression of proangiogenic factors, such as VEGF and its receptors VEGFR1 and VEGFR2, leading to derangement of angiogenesis and vascular development [38, 39]. NGF is a neurotrophic factor that plays a central role in the growth, development, and protection of the central and peripheral nervous systems [40, 41] and is, therefore, critical for prenatal and postnatal brain development. Preventing its downregulation by hyperoxia by GSDMD-KO highlights a crucial function of GSDMD in neonatal brain development.

When directly comparing KO-O_2_ with WT-O_2_, we found 1291 genes were differentially regulated, with genes associated with negative regulation of nervous system development, regulation of neuronal synaptic plasticity, hippocampus development, negative regulation of neurogenesis, endothelial cell chemotaxis, postsynapse organization, extracellular structure organization, and VEGFA/VEGFR2 signaling being upregulated. Upregulation of these important neurodevelopmental pathways by GSDMD-KO indicates they are GSDMD responsive under hyperoxia exposure, which may lead to better brain development in neonatal mice. Further upregulation of VEGFA/VEGFR2 signaling by GSDMD-KO may facilitate neurovascular development, which is important for brain function. We discovered some down-regulated gene pathways by GSDMD-KO that were associated with neurotransmitter receptors and postsynaptic signal transmission, neuroactive ligand receptor interaction, synaptic transmission, synapse assembly, blood vessel diameter maintenance, vascular process in circulatory system, reponse to BMP, and oligodendrocyte differentiation. We speculate changing in these pathways may provide balance for normal brain development under hyperoxia. Our network plotting data further support the critical role of GSDMD in modulating important neurodevelopmental pathways in the hippocampus.

We reported four representative genes whose expression was increased by hyperoxia in WT brains but reduced by GSDMD-KO, which included *Bhlhe40*, *Edn1*, *Ier3*, and *Serpine1*. *Bhlhe40* is a transcription factor that: (1) directly represses gene expression via binding to class B E-Box sequences (CACGTG) [42]; (2) directly activates gene expression by binding to Sp1 sites [43, 44]; and (3) indirectly regulates gene expression by interacting with basal transcription machinery, other transcription factors, or histone modifiers [45–47]. It is highly expressed in the hippocampus and involved in a number of essential functions, such as hypoxia, DNA damage responses, and metabolism [45, 48–50]. It plays a role in regulating neuronal excitability and synaptic plasticity in the hippocampus [51]. *Edn1* is involved in regulating neurotransmission, microglial proliferation, and maintenance, and EDN1–endothelin receptor B complex contributes to oligodendrocyte differentiation and myelin deficits during preterm white matter injury [52–54]. *Ier3* gene is involved in regulating apoptosis in various organs [55, 56], and its role in preterm brain injury is unknown. *Serpine1*, also known as plasminogen activator inhibitor-1 (PAI1) is involved in regulating cellular senescence and neuroinflammation [57, 58]. *Serpine1* acts as a regulator of peripheral neutrophil migration, independent of its role as a protease inhibitor, contributing to ischemic stroke [59]. These findings further demonstrate that the genes and the corresponding pathways regulated by hyperoxia could be prevented by GSDMD-KO, thereby alleviating inflammatory responses, cell death, and vascular and tissue remodeling in premature brains.

We conclude that deficiency of GSDMD largely attenuates the damaging effects of hyperoxia on the premature brain at structural and cellular levels, which are linked to transcriptome modifications. GSDMD-KO resulted in the upregulation of gene pathways related to neuronal synaptic plasticity, hippocampus development, neurogenesis, endothelial cell chemotaxis, postsynapse organization, extracellular structure organization, and VEGFA/VEGFR2 signaling. GSDMD-KO resulted in downregulating gene pathways associated with neurotransmitter receptors and postsynaptic signal transmission, neuroactive ligand receptor interaction, synaptic transmission and synapse assembly, blood vessel diameter maintenance, and oligodendrocyte differentiation. Although the cellular sources for these transcriptome modifications are unknown due to the limitations of whole hippocampal RNA-seq, which lacks the ability to detect gene expression in specific brain cells compared to single-cell RNA-seq, which can detect hyperoxia-induced gene changes in specific brain cells. We plan to perform single-cell RNA-seq in future studies to expend and confirm our whole hippocampal RNA-seq data.

The results from this study, combined with our recently published data on the effects of GSDMD deficiency in ameliorating hyperoxia-induced lung and retinal injury in neonatal mice [21], highlight that the inflammasome–GSDMD cascade is central to hyperoxia-induced premature multi-organ injury. Thus, targeting GSDMD may be beneficial in preventing and treating neonatal brain, lung, and retinal damage in premature infants.

### Supplementary Information

**Additional file 1:** List of materials.

## Data Availability

The data sets generated during and/or analyzed during the current study are available from the corresponding author upon reasonable request. RNA-seg data could be assessed by GEO series number GSE241549.

# Supplementary material for: GSDMD gene knockout alleviates hyperoxia-induced hippocampal brain injury in neonatal mice
**Source:** J Neuroinflammation. 2023 Sep 7;20:205. doi: 10.1186/s12974-023-02878-8
**Supplement:** Supplementary file 1 — Additional file 1: List of materials.

**Online Supplement**

| **Antibody list** | **Company** | **Item number** | **Usage** |
| --- | --- | --- | --- |
| Goat anti-AIF-1 | NovusBio | NB100-0128 | Immunostaining (2.5 μg/ml)  Immunofluorescence (5.0 μg/ml) |
| Rabbit anti-CD68 | Cell Signaling | E307V | Immunostaining (0.25 μg/ml) |
| Mouse anti-GFAP | BioLegend | 801103 | Immunofluorescence (2 μg/ml) |
| Rabbit anti-GSDMD | Abcam | ab219800 | Immunostaining (10 μg/ml)  Immunofluorescence (10 μg/ml) |
| Rabbit anti-Ki67 | Abcam | ab15580 | Immunofluorescence (10 μg/ml) |
| Mouse anti-NeuN | Abcam | ab104224 | Immunofluorescence (1 μg/ml) |
| Goat anti-SOX2 | R&D Biosystems | 967242 | Immunofluorescence (4 μg/ml) |
|  |  |  |  |
| **PCR primer list** | **Company** | **Item number** | **Usage** |
| Il11β | ThermoFisher | Mm00434228_m1 | qRT-PCR |
| Il1r1 | ThermoFisher | Mm00434237_m1 | qRT-PCR |
| Il18 | ThermoFisher | Mm00434226_m1 | qRT-PCR |
| Il33 | ThermoFisher | Mm00505403-m1 | qRT-PCR |
| Il6 | ThermoFisher | Mm00446190_m1 | qRT-PCR |
| Edn1 | ThermoFisher | Mm00438659_m1 | qRT-PCR |
| Ier3 | ThermoFisher | Mm00519290_g1 | qRT-PCR |
| Bhlhe40 | ThermoFisher | Mm00478593_m1 | qRT-PCR |
| Serpine1 | ThermoFisher | Mm00435858_m1 | qRT-PCR |
|  |  |  |  |
| **Other reagents** | **Company** | **Item number** | **Usage** |
| miRNeasy Mini Kit | Qiagen | 217004 | RNA isolation |
| TUNEL assay | ThermoFisher | C10245 | Detection of apoptotic cells |

How the deposited data were processed for this re-analysis (not part of the article)

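Hippocampal RNA of 14 mice was analysed, 1 library per mouse, from 4 WT-RA, 4 WT-O2, 3 KO-RA and 3 KO-O2 mice. The exposures ran from postnatal day 1 to day 14 at 21% or 85% O2, as the paper states. The authors deposited a table of estimated counts per gene, which the paper states were made with Kallisto and summed to genes with tximport. Versions, count scaling in tximport and read trimming are not stated. Between 41% and 43.2% of the values in a library are not whole numbers, and the libraries sum to between 27272270 and 28257496. The table holds 36118 genes, of which 35825 could be given a symbol, and 37 symbols are shared by several genes.

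Samples were grouped by genotype and exposure as given in their public records. For mouse GSD408 the title gives hyperoxia and the treatment field gives room air, and the title was used. Counts were rounded and filtered with edgeR's filterByExpr function, which left 16637 genes. They were normalized by TMM and fitted with edgeR 4.0.16 in R 4.3.3, with 1 coefficient per group and no covariate. WT-O2 vs WT-RA, KO-O2 vs KO-RA, KO-O2 vs WT-O2, KO-RA vs WT-RA and the interaction of genotype and exposure were tested by edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment over the genes tested. A gene was called at a fold change of at least 1.25, a p below 0.05 and a q below 0.1. Expression is given as CPM, scaled by TMM, and log2 CPM was computed with a prior count of 2.

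Principal components were computed on log2 CPM, and group means on each of the first 10 components were compared by exact permutation. Libraries were clustered by complete linkage of Euclidean distances between standardized genes. Marker lists of 17 cell types, regions and processes were scored as the mean standardized expression per library, compared by exact permutation and by the camera function of limma 3.58.1. The 887 Reactome sets of 10 to 500 tested genes that come with fgsea 1.28.0 were tested with a one-sided Fisher's exact test (hypergeometric). Responses of gene lists in the other genotype were compared with 10000 random lists matched on mean expression. Each random gene took the sign of the listed gene it replaced, and genes rather than mice were drawn.

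The genes named are those the paper names for RNA or staining, those labelled in Figs. 6A, 6C, 6D, 7A, 7C and 7D, the marker genes, and the 3 called genes with the largest rise and the 3 with the largest fall per comparison, among those of at least 1 CPM without overlap. Some of these genes are not reported here. The calls were tested on simulated data with group sizes as here, in which 77 of 100 genes changed 1.5-fold in WT and 63 of 100 in KO were called. Simulated genes varied independently of each other. At this depth, Gsdmd had 22 to 63 counts per library, so its value in 1 library carries a counting error of its own beside the spread between mice.

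The alternatives were DESeq2 1.42.0 in place of edgeR on all libraries or the 2 groups compared, DESeq2's size factors or library size in place of TMM, no filter on low counts or at least 10 counts in every library, edgeR on the 2 groups compared, a fold change of 1.5, a q of 0.05, mouse GSD408 as room air, marker scores as covariates, 3 WT mice per group, and each mouse left out in turn. Other transformations, gene selections and scalings were used for the components. Gene Ontology and KEGG terms, qRT-PCR and staining were not analysed here.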

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

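The test with the score of Y-linked genes as covariate, the test of the regional scores within the WT libraries and the tests of spread and of mitochondrial counts were chosen only after the result was seen.

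In 78 results, 156 groups of 4 mice were examined for a mouse far from the other 3. It was found in 7, where chance gives 7.8 (1 in 20), so their number gives no reason to look for a common source. The score of the Y-linked genes was 1.101 in WT-RA mouse GSD401, against -0.9697 to -0.6699 in the other WT-RA mice. In WT-O2 mouse GSD405 it was -0.898, against 1.097 to 1.124 in the others. Such values may reflect the sex of the mice, 1 of 4 in WT-RA and 3 of 4 in WT-O2 having high scores, though no record gives the sex. With the score as covariate, 63 of the 107 genes called in WT-O2 vs WT-RA remained called, so uneven sex does not account for all of these calls.

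The score of immediate early genes was 1.423 in WT-RA mouse GSD399, against 0.8891 to 0.9386 in the other WT-RA mice. Fosb was 5.819 CPM in WT-RA mouse GSD398, against 6.313 to 6.41. Npas4 was 13.37 CPM in WT-O2 mouse GSD405, against 7.643 to 7.896. Edn1 was 10.9 CPM in WT-O2 mouse GSD408, against 7.719 to 8.209, and this is the mouse whose record names both exposures. Gm28438 was 153.9 CPM in WT-O2 mouse GSD404, against 2.174 to 26.71. Library size was not the source of these values, since all libraries sum to between 27272270 and 28257496. No biological explanation was tested for them.

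Between KO-RA and WT-RA, a comparison the paper does not report, 1738 genes were called, and 1 of the 35 splits of these 7 mice, the real one, gave as many. Of the 1142 genes called in KO-O2 vs WT-O2, 97% changed the same way in room air, so most of that difference is present without hyperoxia. A candidate explanation is tissue from neighbouring regions in the WT libraries, as the score of striatal markers ran from -0.0455 to 1.12 in WT and from -1.12 to -0.373 in KO, and that of thalamic markers from -0.626 to 1.97 and from -0.831 to -0.687. With both scores as covariates, 50 genes were called in KO-O2 vs WT-O2 and 144 in KO-RA vs WT-RA, but genotype has an R squared of 0.873 on the scores, so this cannot separate region from genotype. Within the WT groups, slopes on the regional score had a rank correlation of -0.247 across 1118 called genes, which are not independent replicates, with the KO-O2 vs WT-O2 change (exact one-sided p = 0.252). In KO-RA vs WT-RA it was -0.275 (exact one-sided p = 0.186). The number of genes called between the genotypes can therefore not be told apart from a difference in dissected tissue, and the ranges of mouse numbers coincide with genotype. These tests cover the called genes together and not single genes such as mt-Nd3 and Gm10925.

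Strain background may add to it. Of 4 genes known to differ between C57BL/6 substrains, 1 (Entpd4) did not overlap between the 8 WT and 6 KO libraries, as did 5.9% of the genes tested. Wdfy1 ranged from 13.9 to 54.6 CPM in WT and from 46.8 to 51.1 in KO, and Entpd4 from 38.7 to 76.1 and from 34.6 to 36.8. Their ratios of spread, WT over KO, were 17.3 and 8.08 where the median of 10160 genes was 1.24, and the lower of the 2 lies at the percentile 99.7. These 2 were picked after their ranges were seen. Ide had a ratio of 2.76 (percentile 91.3), and none was computed for Nnt, a symbol shared by several genes. A mixed background among the WT mice is therefore neither shown nor excluded. For mt-Nd3, a lower share of mitochondrial counts in KO is not the source, since 0 of the 12 other mitochondrial protein genes were called in either comparison of genotypes, with log2 fold changes from -0.05 to 0.255 in KO-O2 vs WT-O2 and from 0.0273 to 0.392 in KO-RA vs WT-RA.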

How the results depend on the processing

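The alternatives were set before the data were examined, apart from the covariate fits with the Y-linked and the choroid plexus scores, whose tests were chosen only after the result was seen. Xist was not analysed here, so the planned ratio of Xist to Y-linked genes was not run, and the Y-linked score was used. No paired analysis was possible because the groups share no mouse numbers. The cause was not tested for any change below.

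In WT-O2 vs WT-RA, 107 genes were called, and 310 with DESeq2 on all libraries (102 shared), 235 with DESeq2 on the 2 groups, 20 with edgeR on the 2 groups (18 shared), 46 at 1.5-fold, 22 at q below 0.05, 6 with mouse GSD408 as room air (2 shared) and 262 with the striatal and thalamic covariates (105 shared). With 3 mice per group the count ran from 8 to 254, above the 2 genes in KO in all 16 choices, and from 13 to 272 across the fits that each left out 1 mouse. In KO-O2 vs KO-RA, 2 genes were called, and 13 and 29 with DESeq2 on all libraries and on the KO groups, 6 without a filter, 4 with edgeR on the KO groups, 0 with mouse GSD408 as room air (725 with an unadjusted p below 0.05), 5 with the regional covariates, and 1 to 4 with a mouse left out. The cause was not tested.

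In KO-O2 vs WT-O2, 1142 genes were called, 607 at 1.5-fold, 1485 with DESeq2 and 1386 with edgeR on the 2 groups, 766 with mouse GSD408 as room air, 50 with the regional covariates (27 shared), and 675 to 1283 with a mouse left out. In KO-RA vs WT-RA, 1738 were called, 942 at 1.5-fold, 1604 with DESeq2 and 1326 with edgeR on the 2 groups, 1821 with mouse GSD408 as room air, 144 with the regional covariates, and 1076 to 1929 with a mouse left out. The interaction had 0 genes in every fit run, with 551 to 962 genes at an unadjusted p below 0.05 when a mouse was left out. The cause was not tested.

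The share of p below 0.05 in KO, 4.86%, was 3.51% without a filter, 6.26% with the KO groups alone, 4.36% with mouse GSD408 as room air, 5.57% with regional, 5.34% with Y-linked and 5.22% with choroid plexus covariates, and 3.16% to 5.99% with a mouse left out. The exact permutation p of the WT groups on PC3, 0.0286, was 0.486 with 500 genes, 0.0571 with unit variance, 0.114 without a filter, 0.0714 with mouse GSD408 as room air, and 0.0286 to 0.914 with a mouse left out. With GSD408 as room air, the median response in KO of the genes called in WT was 0.00209 (permutation p = 0.498). In that mapping, the immediate early score differed by -1.201 in WT (exact permutation p = 0.107) and the oligodendrocyte score by -1.807 in room air (exact permutation p = 0.0179). With only markers that the figures do not name, the striatal score differed by -1.371 (exact permutation p = 0.0571). With 4 clusters, the largest groups within each cluster added up to 11 libraries using DESeq2's genes and 9 using all genes. In this count a group can be the largest in more than 1 cluster. With a mouse left out, the microglial score in KO ran from -0.09323 to 0.681 and the proliferation score from -0.2987 to 0.3958. The cause was not tested.

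Of the Reactome sets, 0 were lower in WT-O2 vs WT-RA (9 at an unadjusted p below 0.05), 1 with DESeq2 on the 2 groups, and 0 to 2 with a mouse left out. Higher in KO-O2 vs WT-O2 were 5 sets, 3 with DESeq2 on all libraries, on the 2 groups, or with library size only, 12 without a filter, and 0 with DESeq2's size factors in edgeR, at least 10 counts in every library, edgeR on the 2 groups, 1.5-fold, or the regional, Y-linked or choroid plexus covariates, and 0 to 13 with a mouse left out. The 36 lower sets became 71 without a filter, 21 at 1.5-fold and 0 with the regional covariates. The cause was not tested.

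Some named genes changed sign. With mouse GSD408 as room air, log2 fold changes in WT were 0.004984 for Il18 and -0.057 for Il1r1, and interactions were 0.57 for Apold1, 0.21 for Bhlhe40 and 0.53 for Edn1. With the regional covariates, Cplx3 was 0.058 in KO-O2 vs KO-RA. In KO-O2 vs WT-O2, Mbp was 0.67, Ngfr 0.21, Ier3 0.82 and Edn1 0.013, and in KO-RA vs WT-RA, Gm28438 was -1.42, Slc17a6 0.64 and Mbp 0.078. With a mouse left out, values ran in WT from -0.076 to 0.036 for Il18, -0.037 to 0.28 for Il1r1 and -0.12 to 0.091 for Aif1, and in KO from -0.017 to 0.12 for Cd68 and -0.47 to 0.14 for Cplx3. They ran from -0.092 to 0.41 for Vegfa in KO-O2 vs WT-O2, and for the interaction from -0.38 to 0.0039 for Apold1 and -0.29 to 0.14 for Edn1. The cause was not tested. Of 1337 values of named genes under an alternative other than leaving out a mouse, 1203 kept their direction and side of the threshold, 92 were weaker, 29 stronger and 13 reversed.

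Depth limits genes with few counts. Il6 had 0 to 7 counts per library and Il1b 0 to 10, and neither passed the filter. Without a filter, the log2 fold changes in WT and KO were -2.06 and 2.14 for Il6 (edgeR q = 0.661 and 0.948) and 0.909 and 0.0462 for Il1b (edgeR q = 0.732 and 1).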

Differences from the paper's values

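No test in this part was chosen only after the result was seen.

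In WT-O2 vs WT-RA, 107 genes were called against the paper's 258, 58 higher against the paper's 146, and 49 lower against the paper's 112. Of the alternatives set before the data were examined, DESeq2 on all libraries (310, 173 and 137), DESeq2 on the 2 groups (235, 121 and 114) and the striatal and thalamic covariates (262, 137 and 125) came within 1.5 times the paper's values, as did the fit without WT-RA mouse GSD398 (272, 105 and 167). The fit without WT-RA mouse GSD401 did so for the total and the higher genes (177 and 121) but not for the lower genes (56). With 3 WT mice per group, the choices of mice that called 172, 210, 218 and 254 genes did so for the total, and higher and lower genes were not counted. No other alternative did.

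In KO-O2 vs KO-RA, 2 genes were called against the paper's 16. Of the alternatives set before the data were examined, DESeq2 on all libraries called 13, and no other came within 1.5 times the paper's value. DESeq2 on the KO groups called 29.

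The log2 fold change of Fosb in WT was -0.90 (standard error 0.13), against the paper's about -1.1 in Fig. 6A, read by eye. Of the alternatives set before the data were examined, leaving out WT-O2 mouse GSD405 gave -0.99, within its standard error of 0.14, and the others did not close the gap. Of 12 log2 fold changes read from the paper's figures, 11 lay within 1 standard error.

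Of 29 genes labelled in Fig. 6A, 25 were tested and 19 called. Zbtb40 (q = 0.106) was called with DESeq2 on all libraries and on the 2 groups, and Ano2 (q = 0.136) with DESeq2 on all libraries, on the 2 groups, without a filter and with the regional covariates. Hspb3 (q = 0.107) was called without a filter and with the regional covariates in edgeR. Lmod3 and Tubb4b-ps1 were called without a filter (q = 0.0859 and 0.0698). Fgf13 (log2 fold change 0.30, q = 0.135), Cd300ld3, Chil3 and Pde2a were called in none of the settings examined, which did not include the fits without a mouse. Derpc was not tested in these settings, even without a filter, so nothing can be said about it. The paper's Fig. 6A places Pde2a among the strongly raised genes, and here its log2 fold change was 0.01. Gene symbols here came from a different annotation release than the paper's, so a mismatch of names was not excluded. Of 30 genes labelled in Fig. 7A, 28 were tested and 27 called. Ucn3 (q = 0.167) was called with DESeq2 or edgeR fitted to the 2 groups, Hpd without a filter (q = 0.0463), and Zfp990 in none of these settings.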

Other observations

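The tests of selection, of shared WT-RA libraries, of the neocortical markers and of the choroid plexus score were chosen only after the result was seen.

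More genes were called in WT than in KO, and smaller KO groups may contribute. With 3 WT mice per group a median of 84.5 genes was called, so group size does not account for the difference. The choroid plexus score as covariate left 2 genes in KO. Of the 35 splits of the WT mice, 2 called at least as many genes as the real one, itself included, the other being GSD398, GSD399, GSD401 and GSD408 against the rest with 176. Of the 10 splits of the KO mice 2 did so, a number that cannot fall below 1 in 10. In KO-O2 vs WT-O2, 1 of 35 did, the real one. For the interaction, all 100 splits drawn of 700 possible gave at least the 0 genes found, as any split must, so this count tests nothing. At an unadjusted p below 0.05, where 673 genes were found, 50 of the 100 gave as many. A difference between the genotypes in the response to hyperoxia was therefore not shown by this test.

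The smaller response in KO of genes called in WT could come from selecting them on the WT data. Over 36 selections of 100 genes made with 2 WT-RA and 2 WT-O2 mice, the selecting mice had a median signed log2 fold change of 0.68, the other WT mice 0.23 and KO 0.09. The other WT mice, which took no part in the selection, changed more than KO in 34 of the 36, which goes against selection as the whole explanation. The selections share mice and are not independent, so the part played by selection cannot be told apart from a weaker response in KO. In these, 86% of genes changed the same way in the other WT mice and 72.5% in KO.

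Of the 107 genes called in WT-O2 vs WT-RA, 56 were also called in KO-RA vs WT-RA, all in the same direction. The WT-RA mice shared by both comparisons could produce this. Across all genes, which are not independent replicates, the rank correlation was 0.438 with shared mice and 0.0514 to 0.193 over 6 divisions with separate mice, which also leave 2 WT-RA mice per comparison in place of 4. It stayed above 0 in each, without a test against chance, so the part due to sharing was not measured. Less neocortex in the WT-O2 libraries might lower Cplx3 and Col24a1, but a score of 16 neocortical markers differed by -0.103 (exact permutation p = 0.686).

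The paper states from qRT-PCR that hyperoxia raised Il6, Il1r1, Il18 and Il33 in WT. In the sequencing data, the log2 fold changes in WT and KO were 0.08 and 0.18 for Il1r1, -0.04 and -0.11 for Il18, and 0.45 and -0.21 for Il33 (q = 0.919 and 0.997, 0.901 and 0.997, 0.308 and 0.997 from edgeR). Il33 was lower by -0.68 in KO-O2 than in WT-O2 (edgeR q = 0.0558). The paper states from staining that AIF1 and CD68 cells rose and Ki67 cells fell in WT. The log2 fold changes in WT and KO were -0.04 and 0.18 for Aif1, 0.09 and 0.05 for Cd68, and 0.17 and -0.09 for Mki67.

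The paper states from qRT-PCR, a different measure, that Bhlhe40, Edn1 and Ier3 rose with hyperoxia in WT and were reduced in KO. In the sequencing data, their log2 fold changes in WT and KO were 0.68 and 0.51, 1.298 and 1.20, and 1.65 and 1.96, and the interactions were -0.17, -0.10 and 0.31 (q = 1 for each from edgeR). In KO-O2 vs WT-O2 they were 0.10, -0.41 and -0.24 (edgeR q = 0.731, 0.436 and 0.645). Gsdmd was -0.58 in that comparison and 0.35 in WT-O2 vs WT-RA (edgeR q = 0.0962 and 0.442).

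A list of 5 blood genes was lower in WT-O2 than in WT-RA for all 5, with a score difference of -1.395 (exact permutation p = 0.0286, the smallest possible, or 0.243 after adjustment over 17 lists). Gm45837, chosen after its values were seen, had 53 counts in WT-O2 mouse GSD408, 107, 123 and 115 in KO mice GSD489, GSD496 and GSD495, and 0 in the others.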
